# METTL14‐Induced M^6^A Methylation Increases G6pc Biosynthesis, Hepatic Glucose Production and Metabolic Disorders in Obesity

**DOI:** 10.1002/advs.202417355

**Published:** 2025-04-25

**Authors:** Qiantao Zheng, Xiao Zhong, Qianqian Kang, Zhiguo Zhang, Decheng Ren, Yong Liu, Liangyou Rui

**Keywords:** G6pc, gluconeogenesis, hepatic glucose production, m^6^A, METTL14, obesity, type 2 diabetes, YTHDF1, YTHDF3

## Abstract

METTL14 dimerizes with METTL3 to install N6‐methyladenosine (m^6^A) on mRNA (m^6^A writers). Subsequently, m^6^A readers bind to m^6^A‐marked RNA to influence its metabolism. RNA m^6^A emerges to critically regulate multiple intracellular processes; however, there is a gap in our understanding of m^6^A in liver metabolism. Glucose‐6‐phosphatase catalytic subunit (G6pc) mediates hepatic glucose production (HGP) and serves as the gatekeeper for glycogenolysis and gluconeogenesis; however, G6pc regulation is not fully understood. Here, METTL14 is identified as a posttranscriptional regulator of G6pc. Liver METTL14, METTL3, and m^6^A‐methylated *G6pc* mRNA are upregulated in mice with diet‐induced obesity. Deletion of *Mettl14* decreases, whereas overexpression of METTL14 increases, *G6pc* mRNA m^6^A in hepatocytes in vitro and in vivo. Five m^6^A sites are identified, and disruption of them (*G6pc* ^Δ^ *^5A^*) blocks METTL14‐induced m^6^A methylation of *G6pc* ^Δ^ *^5A^* mRNA. METTL14 increases both stability and translation of *G6pc* but not *G6pc* ^Δ^ *^5A^* mRNA. YTHDF1 and YTHDF3 but not YTHDF2 (m^6^A readers) bind to m^6^A‐marked *G6pc* mRNA to increase its synthesis. Deletion of hepatic *Mettl14* decreases gluconeogenesis in primary hepatocytes, liver slices, and mice. Hepatocyte‐specific restoration of G6pc reverses defective HGP in *Mettl14* knockout mice. These results unveil a METTL14/*G6pc* mRNA m^6^A/G6pc biosynthesis/HGP axis governing glucose metabolism in health and metabolic disease.

## 1 Introduction

The liver is an essential metabolic organ, and it produces endogenous glucose via glycogenolysis and de novo gluconeogenesis to support metabolic demands and life during fasting, starvation, and exercise. Glycogenolysis rapidly increases hepatic glucose production (HGP) at the early phase of fasting, whereas gluconeogenesis sustains HGP during prolonged starvation. Importantly, excessive HGP causes hyperglycemia and glucose intolerance, hallmarks of type 1 and type 2 diabetes.^[^ ^1^ ^]^ Glucose‐6‐phosphatase converts glucose 6‐phosphate to glucose, a key step of both glycogenolysis and gluconeogenesis.^[^ ^1^ ^]^ Hepatocytes prominently express glucose‐6‐phosphatase catalytic subunit 1 (G6pc) which determines the rate of HGP. Genetic and epigenetic regulation of *G6pc* transcription have been extensively examined; however, mechanisms governing its post‐transcriptional regulation remain elusive. Notably, obesity is a primary risk factor for aberrant HGP and type 2 diabetes, and the obesity epidemic may explain growing prevalence of type 2 diabetes.^[^ ^1^ ^]^ However, it is unclear whether obesogenic factors increase G6pc biosynthesis and HGP by a post‐transcriptional mechanism.

N6‐methyladenosine (m^6^A) is the predominant form of mRNA modifications, and m^6^A methylation profoundly influences pre‐mRNA splicing, RNA decay, mRNA nuclear export, and/or mRNA translation.^[^ ^2^ ^]^ METTL14 (structural subunit) binds to METTL3 (catalytic subunit) and other accessory proteins (WTAP, VIRMA) and forms a methyltransferase complex, called m^6^A writer, to install m^6^A on RNA in a conserved DRACH motif (D = A/G/U, R = A/G, H = A/C/U).^[^ ^3^ ^]^ ALKBH5 and FTO/ALKBH9, referred to as m^6^A erasers, demethylate m^6^A, thereby dynamically influencing m^6^A levels and dynamics.^[^ ^4^ ^]^ A growing number of proteins are recognized to bind to m^6^A‐marked RNA as m^6^A readers, including the YTH family (YTHDF1‐3 and YTHDC1‐2), IGF2BPs, and several members of the HNRNP family.^[^ ^5^ ^]^ The m^6^A readers pivotally regulate the metabolism/fate of client RNAs.^[^ ^2a^ ^]^ Global deletion of *Mettl3* or *Mettl14* results in embryonic death of mice, demonstrating that the METTL14/METTL3/m^6^A pathway is essential for development and survival.^[^ ^6^ ^]^ Adipocyte‐specific deletion of *Mettl14* protects against high fat diet (HFD)‐induced obesity and metabolic disorders by enhancing adipose β adrenergic signaling and lipolysis.^[^ ^7^ ^]^ Likewise, deletion of adipose *Mettl3* also mitigates HFD‐induced obesity.^[^ ^8^ ^]^ These results provide proof of concept evidence that the METTL14/METTL3/m^6^A pathway regulates metabolism and metabolic homeostasis, and raise an intriguing possibility that aberrant activation of the METTL14/METTL3/m^6^A pathway (epitranscriptomic reprogramming) may be a driving force for type 2 diabetes progression. However, there is a knowledge gap in METTL14/METTL3‐elicited epitranscriptomic reprogramming of metabolic pathways in health and disease, including HGP.

In this study, we generated and characterized embryonic or adult‐onset, hepatocyte‐specific *Mettl14* knockout mice. We further characterized mice with liver‐specific overexpression of METTL14. We found that METTL14, in concert with METTL3, installed m^6^A methylation on *G6pc* transcript. In hepatocytes, m^6^A methylation increased G6pc biosynthesis and gluconeogenesis by both suppressing *G6pc* mRNA decay and increasing *G6pc* translation. YTHDF1 and YTHDF3 acted downstream of METTL14 to enhance G6pc biosynthesis. Hepatic METTL14 and METTL3 were upregulated in obese mice and positively correlated with liver levels of *G6pc* mRNA m^6^A methylation and G6pc protein. Deletion of hepatic *Mettl14* decreased HGP and ameliorated HFD‐induced metabolic disorders. These results unravel a previously unrecognized METTL14/*G6pc* mRNA m^6^A/HGP pathway.

## 2 Results

### 2.1 Adult‐Onset and Hepatocyte‐Specific Deletion of *Mettl14* Suppresses HGP, Glucagon Response, and Diet‐Induced Metabolic Disorders

To test if metabolic state influences m^6^A writers, C57BL/6J males were fasted overnight and then refed for 8 h. Liver METTL14 and METTL3 mRNA and protein levels were significantly higher under fasted than in fed conditions; consistently, refeeding substantially decreased hepatic METTL3 and METTL14 levels (**Figure** **1**A–C). In line with these results, total liver RNA m^6^A levels, as measured by m^6^A dot blot assays, were higher in fasted than in fed conditions and significantly decreased by refeeding (Figure 1D). Liver METTL14/METTL3/m^6^A pathways were also activated in obesity (described later). These results support a notion that metabolic signals―nutrients, metabolites, metabolic hormones, neuronal and immune mediators―regulate RNA m^6^A modification pathways in the liver.

**Figure 1:**
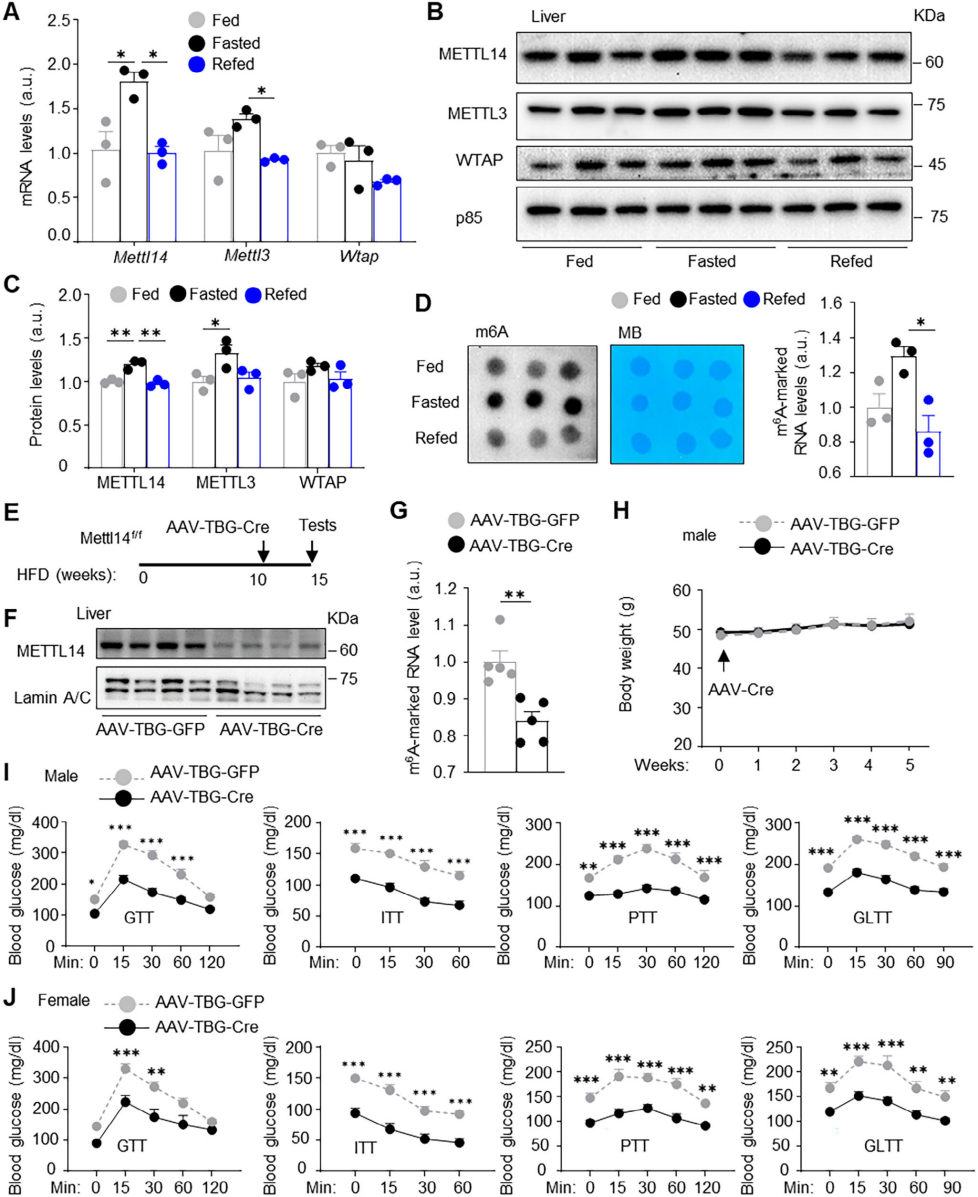
Adult‐onset and hepatocyte‐specific deletion of *Mettl14* improves glucose metabolism. A–D) C57BL/6J males (9 weeks) were fasted overnight and refed for 8 h. A) Liver mRNA levels (normalized to 36B4 levels, *n =* 3 mice per group). a.u.: arbitrary unit. B,C) Liver extracts were immunoblotted with the indicated antibodies. Proteins were normalized to p85 levels (loading control, *n =* 3 mice per group). D) Total liver m^6^A levels were measured using dot blot assays. Total RNA was visualized by methylene blue (MB). m^6^A levels were normalized to MB levels (*n =* 3 per group). E) *Mettl14^f/f^* males or females (8 weeks) were fed a HFD for 10 weeks and transduced with AAV8‐TBG‐GFP or AAV8‐TBG‐Cre vector. F) Male liver nuclear extracts were immunoblotted with the indicated antibodies (6 weeks after AAV transduction). G) Male liver m^6^A levels (dot blot assays in 6 weeks after AAV transduction, *n =* 5 mice per group). H) Male body weight (*n =* 10 per group). I) Male GTT, ITT, PTT, and GLTT in 5–6 weeks post AAV transduction. ITT: *n =* 8 per group; GTT, PTT, and GLTT: *n =* 10 per group. J) Female GTT, ITT, PTT, and GLTT in 5–6 weeks post AAV transduction. GFP: *n =* 7, Cre: *n =* 8. Data are presented as mean ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001, one‐way ANOVA with Tukey's multiple‐comparison test (A–D), two‐sided unpaired *t*‐test (G), and two‐way ANOVA with Šidák's multiple‐comparison test (I,J).

To test if RNA m^6^A methylation regulates liver metabolism, we generated and characterized hepatocyte‐specific *Mettl14* knockout mice. *Mettl14^f/f^* mice were fed a HFD for 10 weeks (inducing obesity and metabolic disorders) and transduced with AAV8‐TBG‐Cre vector to specifically delete hepatic *Mettl14* (AAV8‐TBG‐GFP as control) (Figure 1E). *TBG* promoter activation is restricted to hepatocytes.^[^ ^9^ ^]^ We confirmed that METTL14 was substantially decreased in the liver but not skeletal muscle and white adipose tissue (WAT) by AAV8‐TBG‐Cre transduction (Figure 1F and Figure S1A, Supporting Information). Consistently, total liver RNA m^6^A was significantly lower in AAV8‐TBG‐Cre than in AAV8‐TBG‐GFP mice (Figure 1G). Body weight was comparable between AAV8‐TBG‐Cre and AAV8‐TBG‐GFP mice (Figure 1H and Figure S1B, Supporting Information). Five weeks after AAV8 transduction, we assessed glucose clearance and insulin resistance using glucose tolerance tests (GTT) and insulin tolerance tests (ITT), respectively. In GTT, overnight‐fasted blood glucose was significantly lower, and glucose levels were also significantly lower within 60 min post glucose injection in AAV8‐TBG‐Cre than in AAV8‐TBG‐GFP males (Figure 1I). In ITT, blood glucose levels were significantly lower at each point in AAV8‐TBG‐Cre males (Figure 1I). However, percentile of glucose reduction was comparable between AAV8‐TBG‐Cre and AAV8‐TBG‐GFP mice (Figure S1C, Supporting Information). To assess hepatic gluconeogenesis in vivo, gluconeogenic substrate pyruvate was injected into mice in pyruvate tolerance tests (PTT). Blood glucose was substantially lower in AAV8‐TBG‐Cre than in AAV8‐TBG‐GFP males (Figure 1I). We next assessed glucagon sensitivity in glucagon tolerance tests (GLTT), because glucagon is a critical HGP‐stimulating hormone, and its sensitivity is increased in obesity.^[^ ^10^ ^]^ Glucagon increased blood glucose to a significantly less degree in AAV8‐TBG‐Cre than in AAV8‐TBG‐GFP males (Figure 1I,J). Like males, deletion of hepatic *Mettl14* also lowered blood glucose in GTT, ITT, PTT, and GLTT in AAV8‐TBG‐Cre females (Figure 1J). These results suggest that hepatic METTL14‐mediated RNA m^6^A methylation increases HGP and safeguards glucose homeostasis in mice.

### 2.2 Embryonic and Hepatocyte‐Specific Deletion of *Mettl14* Decreases HGP, Glucagon Response, and Blood Glucose

Given that hepatic METTL14 has not been explored in glucose metabolism prior to this study, we further examined its metabolic action by generating and phenotyping embryonic and hepatocyte‐specific *Mettl14* knockout mice (*Mettl14* ^Δ^ *^hep^*). *Mettl14* ^Δ^ *^hep^* mice were generated by crossing *Mettl14^f/f^* mice with *albumin‐Cre* drivers. As expected, METTL14 expression was suppressed specifically in liver but not in skeletal muscle and WAT in *Mettl14* ^Δ^ *^hep^* mice (**Figures** **2**A and S2A, Supporting Information). Consistently, METTL14 was almost undetectable in *Mettl14* ^Δ^ *^hep^* primary hepatocytes (Figure 2A). Body weight was comparable between *Mettl14* ^Δ^ *^hep^* and *Mettl14^f/f^* mice (Figure 2B). We assessed glucose clearance, HGP, insulin resistance, and glucagon sensitivity at 8–10 weeks of age in GTT, ITT, PTT, and GLTT, respectively. Blood glucose was considerably lower in *Mettl14* ^Δ^ *^hep^* males and females than in sex‐matched *Mettl14^f/f^* mice in GTT, ITT, PTT, and GLTT (Figure 2C,D). In ITT, glucose reduction percentile was comparable between *Mettl14* ^Δ^ *^hep^* and *Mettl14^f/f^* mice (Figure S2B, Supporting Information). We next placed *Mettl14* ^Δ^ *^hep^* and *Mettl14^f/f^* mice on HFD for 8 weeks, and body weight was still comparable between *Mettl14* ^Δ^ *^hep^* and *Mettl14^f/f^* mice (Figure S2C, Supporting Information). However, blood glucose remained lower in *Mettl14* ^Δ^ *^hep^* than in *Mettl14^f/f^* mice (both males and females) in GTT, ITT, PTT, and GLTT (Figure S2D,E, Supporting Information).

**Figure 2:**
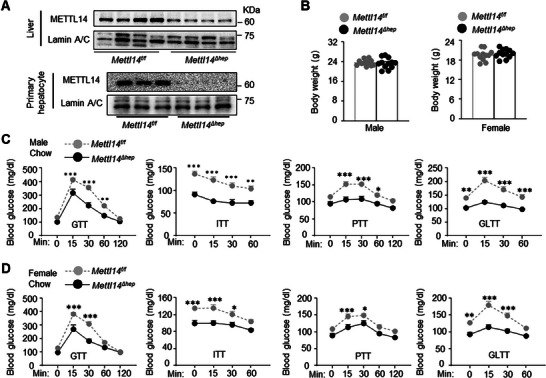
Embryonic and hepatocyte‐specific deletion of *Mettl14* improves glucose metabolism. A) Liver nuclear extracts were immunoblotted with the indicated antibodies (HFD for 10 weeks). Primary hepatocyte nuclear extracts were prepared from chow‐fed mice. B–D) *Mettl14^f/f^* and *Mettl14* ^Δ^ *^hep^* mice were on a chow diet. B) Body weight at 8 weeks of age (*n =* 12 per group). C,D) GTT, ITT, PTT, and GLTT in males (C) and females (D) at 8–10 weeks of age. GTT and ITT: male *Mettl14^f/f^*: *n =* 12, male *Mettl14* ^Δ^ *^hep^*: *n =* 10, female *Mettl14^f/f^*: *n =* 12, female *Mettl14* ^Δ^ *^hep^*: *n =* 12. PTT: male *Mettl14^f/f^*: *n =* 12, male *Mettl14* ^Δ^ *^hep^*: *n =* 8, female *Mettl14^f/f^*: *n =* 8, female *Mettl14* ^Δ^ *^hep^*: *n =* 8. GLTT: *n =* 12 per group. Data are presented as mean ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001, two‐way ANOVA with Šidák's multiple‐comparison test (C,D).

### 2.3 Hepatocyte‐Specific Deletion of *Mettl14* Mitigates Steatotic Liver Disease

Considering a close interplay between glucose and lipid metabolic pathways, we measured liver lipids in *Mettl14* knockout mice. *Mettl14^f/f^* males were fed a HFD for 10 weeks to induce steatotic liver disease (SLD) and then transduced with AAV8‐TBG‐Cre vector to specifically delete hepatic *Mettl14* (AAV8‐TBG‐GFP as control). The liver was harvested 6 weeks after AAV8 transduction. Hepatocyte lipid droplets, as assessed by H&E and Oil Red O staining of liver sections, were smaller and less abundant in AAV8‐TBG‐Cre mice relative to AAV8‐TBG‐GFP mice (**Figure** **3**A). Consistently, liver triacylglycerol (TAG) was significantly lower in AAV8‐TBG‐Cre than in AAV8‐TBG‐GFP mice (Figure 3B). In line with these results, liver mRNA and protein levels of ACC1, FASN, ACLY, and SCD1 (lipogenic enzymes) were lower in AAV8‐TBG‐Cre mice relative to AAV8‐TBG‐GFP mice (Figure 3C,D). Likewise, embryonic deletion of hepatic *Mettl14* also mitigated HFD‐induced SLD in *Mettl14* ^Δ^ *^hep^* mice (on HFD for 10 weeks) (Figure 3E,F). Liver expression of ACC1, FASN, ACLY, and SCD1 was lower in *Mettl14* ^Δ^ *^hep^* than in *Mettl14^f/f^* mice (Figure S3A,B, Supporting Information). Of note, plasma alanine aminotransferase (ALT, a liver injury marker) was slightly higher in *Mettl14* ^Δ^ *^hep^* than in *Mettl14^f/f^* mice on chow diet, but plasma aspartate aminotransferase was normal in *Mettl14* ^Δ^ *^hep^* mice (Figure S3C, Supporting Information). Adult‐onset deletion of hepatic *Mettl14* also slightly increased plasma ALT levels in AAV8‐TBG‐Cre‐transduced *Mettl14^f/f^* mice on HFD (Figure S3D, Supporting Information). In contrast to males, liver lipid levels were comparable both between AAV8‐TBG‐Cre and AAV8‐TBG‐GFP females and between *Mettl14* ^Δ^ *^hep^* and *Mettl14^f/f^* females (Figure S3E–H, Supporting Information). Thus, hepatic METTL14/m^6^A pathways promote SLD in male but not female mice, displaying sexual dimorphism.

**Figure 3:**
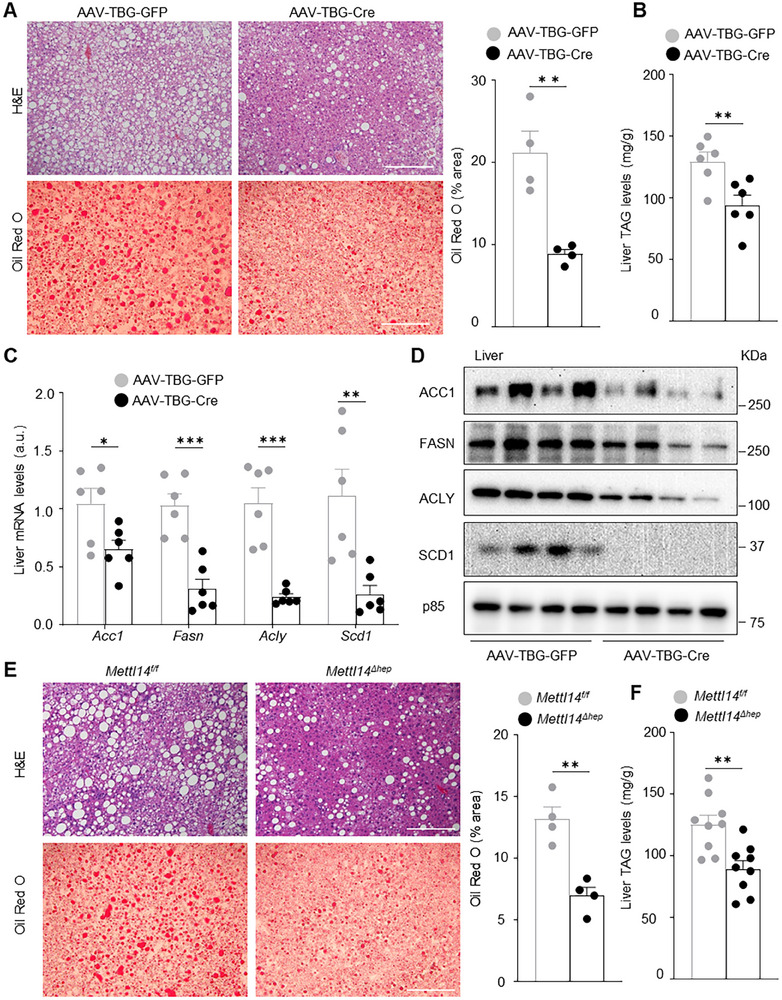
Hepatocyte‐specific deletion of *Mettl14* mitigates HFD‐induced liver steatosis. A–D) *Mettl14^f/f^* males were fed a HFD for 10 weeks and transduced with AAV8‐TBG‐GFP or AAV8‐TBG‐Cre vector. Livers were harvested 6 weeks later. A) H&E and Oil red O staining of liver sections (>3 pairs). Scale bar: 200 µm. B) Liver TAG (normalized to liver weight, *n =* 6 per group). C) Liver mRNA were measured by qPCR and normalized to 36B4 levels (*n =* 6 per group). D) Liver extracts were immunoblotted with the indicated antibodies. E,F) *Mettl14^f/f^* and *Mettl14* ^Δ^ *^hep^* males (10 weeks) were fed a HFD for 9–10 weeks. E) H&E and Oil red O staining of liver sections (>3 pairs). F) Liver TAG (normalized to liver weight, *n =* 9 per group). Data are presented as mean ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001, two‐sided unpaired *t*‐test (A–C, E,F).

### 2.4 Liver‐Specific Overexpression of METTL14 Increases HGP

To overexpress METTL14 in the liver, we constructed a METTL14 adenoviral vector (adeno‐METTL14). C57BL/6J male mice were transduced with adeno‐METTL14 or adeno‐GFP vector (control) and metabolically characterized 1 week after adenoviral transduction. METTL14 was modestly overexpressed in the liver but not skeletal muscle and WAT (**Figure** **4**A). Body weight and glucose tolerance were indistinguishable between adeno‐METTL14 or adeno‐GFP group 1 week after adenoviral transduction (Figure 4B,C). In ITT, blood glucose (post insulin injection) and areas under curves (AUC) were higher in adeno‐METTL14 mice but not statistically different from adeno‐GFP mice (Figure 4D). In contrast, in PTT (1 week after adenoviral transduction), blood glucose was significantly higher at 30 min after pyruvate injection in adeno‐METTL14 than in adeno‐GFP mice, and AUC was also significantly higher in adeno‐METTL14 mice (Figure 4E). In GLTT (1 week post adenoviral transduction), blood glucose was significantly higher within 30 min after glucagon injection in adeno‐METTL14 mice relative to adeno‐GFP mice, and AUC was also significantly higher in adeno‐METTL14 mice Figure 4F). Liver lipid levels were similar between adeno‐METTL14 and adeno‐GFP mice (Figure 4G,H). It is likely that METTL14 overexpression alone is insufficient to induce glucose intolerance and liver steatosis.

**Figure 4:**
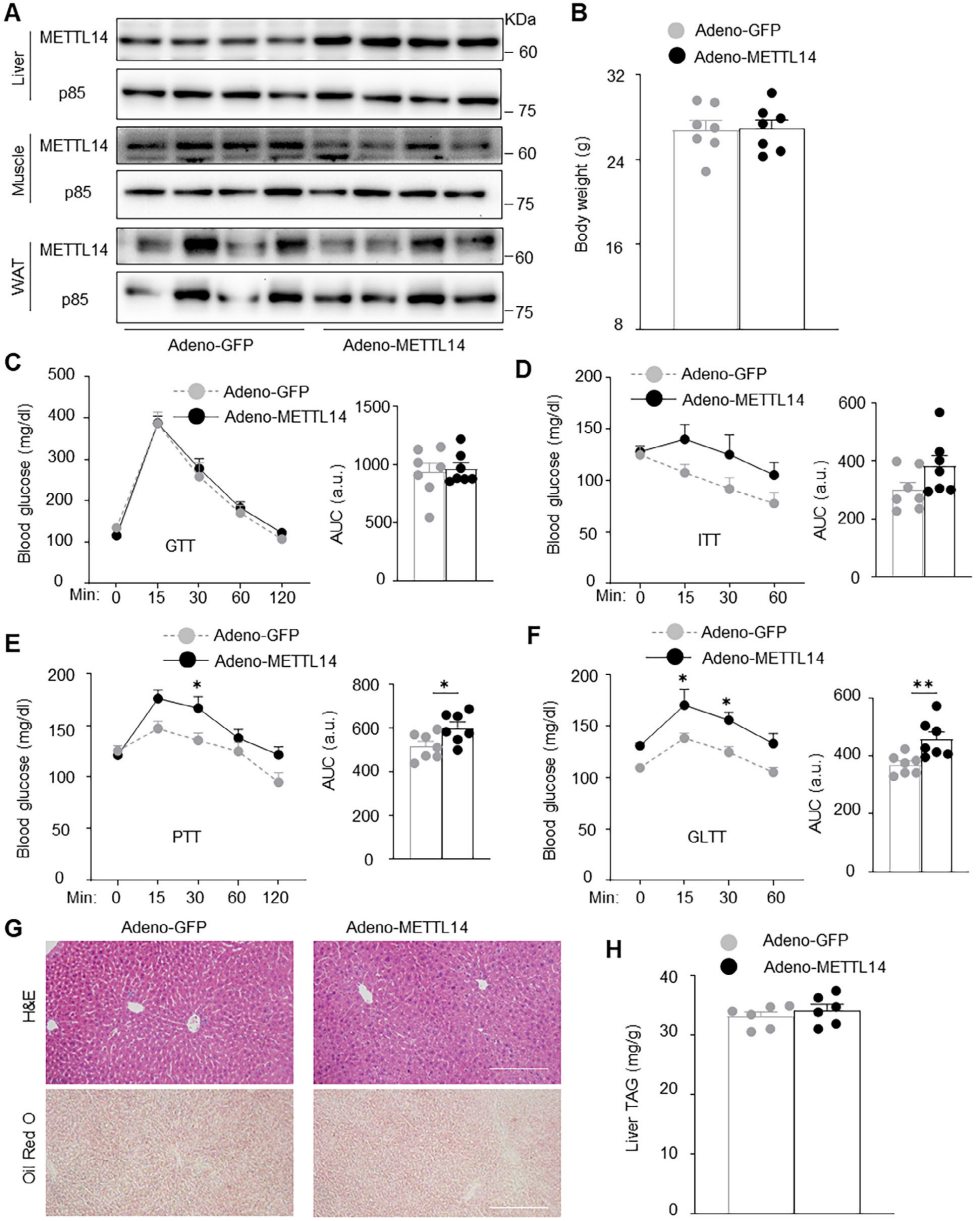
Liver‐specific overexpression of METTL14 increases HGP. C57BL/6J males (10 weeks on chow diet) were transduced with adeno‐METTL14 or adeno‐GFP vector. A) Tissue extracts were immunoblotted with the indicated antibodies (2 weeks post adenoviral transduction). B) Body weight 1 week post adenoviral transduction (*n =* 7 per group). C–F) GTT, ITT, PTT, and GLTT (1 week post adenoviral transduction, *n =* 7 per group). AUC: area under curves. a.u.: arbitrary unit. G,H) Livers were harvested 2 weeks after adenoviral transduction. G) H&E and Oil red O staining of liver sections (>3 pairs). H) Liver TAG (normalized to liver weight, *n =* 6 per group). Data are presented as mean ± SEM. *p < 0.05, **p < 0.01, two‐way ANOVA with Šidák's multiple‐comparison test (the time courses) or two‐sided unpaired *t*‐test (the AUC).

We observed that METTL14 did not directly influence insulin and glucagon signal transductions. *Mettl14^f/f^* mice (on HFD for 10 weeks) were transduced with AAV8‐TBG‐Cre or AAV8‐TBG‐GFP vector (control). Six weeks later, mice were fasted overnight and stimulated with insulin or glucagon. Insulin stimulated AKT phosphorylation in the liver to a similar degree between AAV8‐TBG‐Cre and AAV8‐TBG‐GFP mice (Figure S4A, Supporting Information). Likewise, glucagon‐stimulated phosphorylation of hepatic CREB was also comparable between AAV8‐TBG‐Cre and AAV8‐TBG‐GFP mice (Figure S4B, Supporting Information). Glucagon‐stimulated phosphorylation of liver CREB was comparable between *Mettl14^f/f^* and *Mettl14* ^Δ^ *^hep^* mice (on HFD for 10 weeks) (Figure S4C, Supporting Information). Liver‐specific overexpression of METTL14 also did not affect glucagon‐stimulated phosphorylation of hepatic CREB (Figure S4D, Supporting Information). These results support a notion that hepatic METTL14 enhances HGP by an insulin/glucagon‐independent mechanism.

### 2.5 METTL14 Directly Increases Gluconeogenesis in Both Liver Slices and Primary Hepatocyte Culture

To test if METTL14 cell‐autonomously promotes gluconeogenesis, primary hepatocytes were isolated from *Mettl14^f/f^* and *Mettl14* ^Δ^ *^hep^* mice and stimulated with glucagon. Gluconeogenesis was measured using pyruvate and lactate as substrates. Glucagon stimulated gluconeogenesis in *Mettl14^f/f^* but not *Mettl14* ^Δ^ *^hep^* hepatocytes (**Figure** **5**A). Primary hepatocytes undergo rapid dedifferentiation in cell culture, complicating data interpretation. To circumvent the problem, we assessed gluconeogenesis in precision‐cut liver slices. Liver slices preserve hepatocyte identity and function ex vivo.^[^ ^11^ ^]^ *Mettl14^f/f^* males (8 weeks old) were transduced with AAV8‐TBG‐Cre or AAV8‐TBG‐GFP vector, and liver slices were prepared 6 weeks later. Glucagon stimulated gluconeogenesis in AAV8‐TBG‐GFP but not AAV8‐TBG‐Cre liver slices (Figure 5B). To test if METTL14 overexpression has the opposite effects, primary hepatocytes was transduced with adeno‐METTL14 or adeno‐GFP vector (control) and then stimulated with glucagon. We confirmed METTL14 overexpression in adeno‐METTL14‐transduced hepatocytes (Figure S5A, Supporting Information). METTL14 overexpression significantly increased glucagon‐stimulated gluconeogenesis (Figure 5C). Collectively, these results unveil a previously unrecognized METTL14/RNA m^6^A/gluconeogenesis axis.

**Figure 5:**
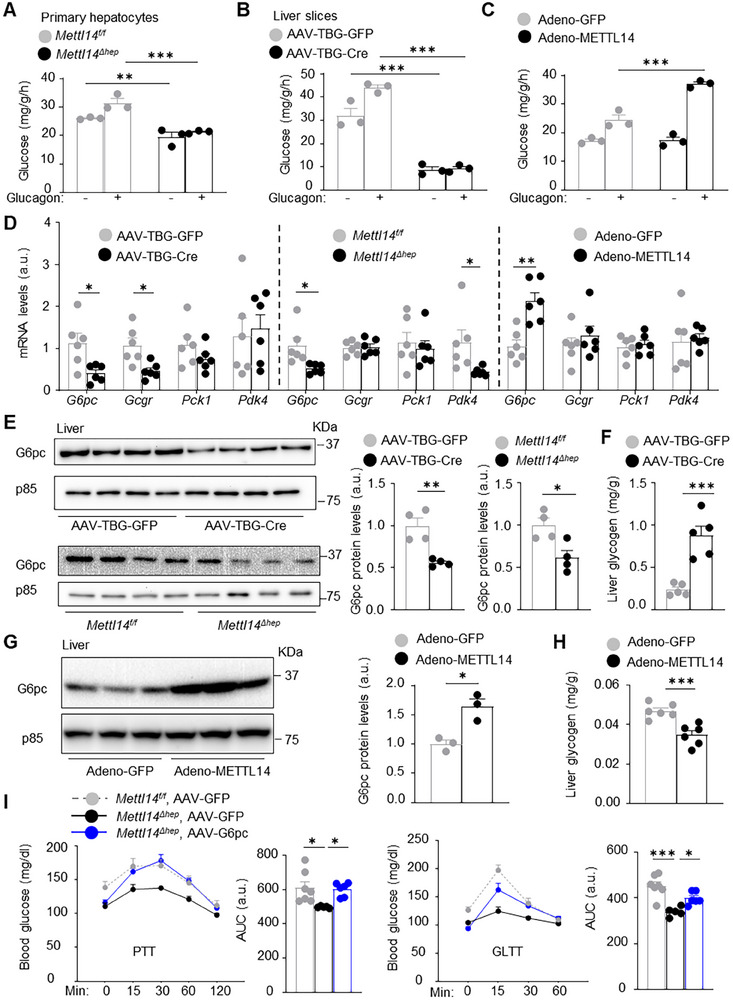
METTL14 cell‐autonomously increases G6pc levels and glucose production in hepatocytes. A) Primary hepatocytes were stimulated with glucagon (10 nm for 5 h) to measure gluconeogenesis using pyruvate and lactate as substrates (normalized to protein levels, *n =* 3 mice per group). B) *Mettl14^f/f^* males (8 weeks) were transduced with AAV8‐TBG‐Cre or AAV8‐TBG‐GFP vector for 6 weeks (on chow diet). Liver slices were treated with glucagon ex vivo (10 nm for 5 h) to measure gluconeogenesis (normalized to protein levels, *n =* 3 mice per group). C) Primary hepatocytes (C57BL/6J mice) were transduced with adeno‐METTL14 or adeno‐GFP vector for 48 h, and then stimulated with glucagon (10 nm) for 5 h. Gluconeogenesis was measured and normalized to protein levels (*n =* 3 per group). D–F) *Mettl14^f/f^* males (on HFD for 10 weeks) were transduced with AAV8‐TBG‐GFP or AAV8‐TBG‐Cre vector. Livers were harvested 6 weeks later. Livers were also harvested from *Mettl14^f/f^* and *Mettl14* ^Δ^ *^hep^* males on HFD for 10 weeks. D) Liver mRNA levels (normalized to 36B4 levels, *n =* 6 mice per group). E) Liver extracts were immunoblotted with anti‐G6pc antibody. G6pc levels were normalized to p85 levels (*n =* 4 mice per group). F) Liver glycogen levels (*n =* 5 mice per group). G,H) C57BL/6J males (10 weeks on chow diet) were transduced with adeno‐METTL14 or adeno‐GFP vector. Liver glycogen was measured 2 weeks later. G) Liver extracts were immunoblotted with anti‐G6pc antibody. G6pc levels were normalized to p85 levels (*n =* 3 mice per group). H) Liver glycogen levels (*n =* 6 mice per group). I) Males (8 weeks on chow diet) were transduced with the indicated AAV8 vectors. PTT and GLTT were performed 3 weeks later. AUC: area under curve. *Mettl14^f/f^*, AAV8‐TBG‐GFP: *n =* 7. *Mettl14* ^Δ^ *^hep^*, AAV8‐TBG‐GFP: *n =* 5. *Mettl14* ^Δ^ *^hep^*, AAV8‐TBG‐G6pc: *n =* 6. Data are presented as mean ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001, two‐way ANOVA with Šidák's multiple‐comparison test (A–C) and two‐sided unpaired *t*‐test (D–H) and one‐way ANOVA with Tukey's multiple‐comparison test (I).

### 2.6 METTL14 Cell‐Autonomously Increases G6pc Levels in Hepatocytes

We next set out to identify METTL14 target genes involved in HGP. *Mettl14^f/f^* males were fed a HFD for 10 weeks and then transduced with AAV8‐TBG‐Cre or AAV8‐TBG‐GFP vector (control). Livers were harvested for transcriptomic profiling using RNA‐seq. 

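The files cover 6 Mettl14f/f male mice on HFD, 3 transduced with AAV8-TBG-Cre and 3 with AAV8-TBG-GFP. AAV8-TBG is an adeno-associated virus vector whose thyroxine-binding globulin promoter directs expression to hepatocytes, so Cre can recombine the floxed Mettl14 alleles there while GFP serves as the control. HFD feeding began at 8 weeks of age, the vectors were injected after 10 weeks of HFD, and the livers were taken 8 weeks after injection. Total RNA was sequenced by BGI Genomics. For each liver the authors deposited an expected count and an FPKM value (fragments scaled by transcript length and by the mapped fragments of the library) for every transcript with an assigned fragment, and a table of FPKM per gene. An expected count divides fragments shared between transcripts, and 45.4% of the deposited expected counts were whole numbers. The genome build and annotation behind these files are not named in the paper's text. Expected counts were summed per gene by NCBI gene ID and rounded to whole numbers. They added up to 20356440, 20610178 and 20930484 in AAV8-TBG-GFP replicates 1, 2 and 3, and to 20537977, 20685305 and 21010508 in AAV8-TBG-Cre replicates 1, 2 and 3. The 10 most abundant genes took between 15.8% and 17.7% of the counts of a library. Counts were normalized with edgeR's TMM method, and 13431 of the 18453 genes with any count had enough counts to be tested with edgeR's quasi-likelihood test. Its adjusted p-values use the Benjamini-Hochberg method over these genes, and each standard error was derived from the log2 fold change and the quasi-F statistic.

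The targeted gene Mettl14 (NCBI gene 210529, 1 transcript in the files) had 124, 126 and 111 counts in the AAV8-TBG-GFP libraries and 104, 131 and 101 in the libraries labelled AAV8-TBG-Cre. Its FPKM values were 2.31, 2.31 and 2.01 against 1.92, 2.40 and 1.82, so AAV8-TBG-Cre replicate 2 had the highest count and the highest FPKM of the 6 libraries. After TMM normalization the level in CPM, the count scaled by library size, was 6.18 ± 0.326 (SD, n = 3 mice) with AAV8-TBG-GFP and 5.07 ± 0.275 (SD, n = 3) with AAV8-TBG-Cre. The log2 fold change was -0.29 (standard error 0.15, adjusted p = 0.337 from edgeR's quasi-likelihood test). After this normalization every AAV8-TBG-Cre library lay below every AAV8-TBG-GFP library (exact two-sided permutation test, p = 0.1, the smallest p that 3 mice against 3 allow). The files count whole transcripts, so they do not show whether the floxed exon was missing from the remaining Mettl14 mRNA. Since Mettl14 did not clearly fall, the libraries are called here by their labels. For the same vectors in males on HFD, at an earlier time after injection, the paper reports much less METTL14 protein and lower total m6A in the liver with AAV8-TBG-Cre.

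The names of the libraries have 2 forms that neither the sample labels nor the paper explains. AAV8-TBG-GFP replicates 1 and 2 and AAV8-TBG-Cre replicate 1 have a short name, and the other 3 libraries have a long name. The first principal component of the log2 CPM held 54.1% of the variance and separated the groups. The second held 18.7%, and the libraries with a long name lay below those with a short name on it.

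**Figure D1:**
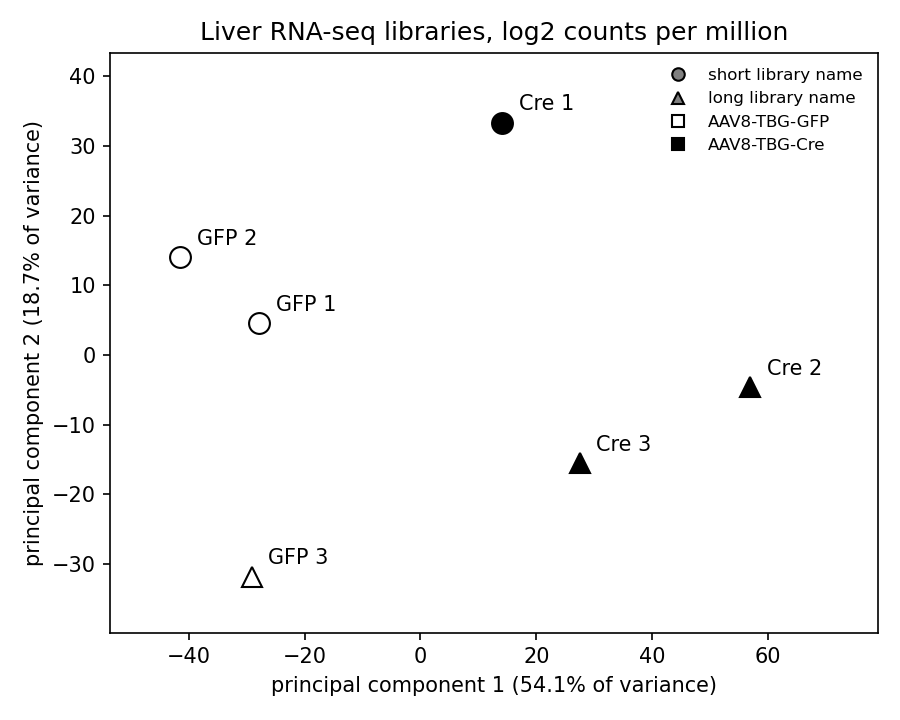
First and second principal components of the log2 CPM of the 6 liver libraries, in arbitrary units, with open symbols for AAV8-TBG-GFP, filled symbols for AAV8-TBG-Cre, circles for short and triangles for long library names. The groups lie apart on the first component (54.1% of the variance) and the forms of the library name on the second (18.7%).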

We identified 1793 upregulated genes and 1208 downregulated genes in METTL14‐deficient livers (1.2 folds, *p* < 0.05). 

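In the edgeR fit, 1618 genes were higher and 1129 lower in the libraries labelled AAV8-TBG-Cre at a fold change of at least 1.2 and an unadjusted p-value under 0.05. With the Benjamini-Hochberg adjusted p-value under 0.05, 65 genes were higher and 60 lower. Single mice moved these counts. Without AAV8-TBG-Cre replicate 1, 576 genes were higher and 352 lower by the adjusted p-value, whereas without AAV8-TBG-Cre replicate 2 there were 0 in each direction, and 1108 higher and 791 lower genes at the unadjusted threshold. The groups did not overlap for 3627 of the genes tested (27.0%), against the 10% expected by chance for a gene with 3 mice per group. Genes can vary together, so a single split may lie above that share by chance, and the share was not computed for other splits.

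Among genes with an adjusted p-value under 0.05, a mean log2 level of at least 1 and no overlap between the groups, Cldn4 had the largest increase. Its level was 0.0684 ± 0.0291 CPM (SD, n = 3 mice) with AAV8-TBG-GFP and 3.97 ± 3.50 (SD, n = 3) with AAV8-TBG-Cre, a log2 fold change of 5.75 (standard error 0.91, adjusted p = 0.0409 from edgeR). It was followed by Eln, Epdr1, Rasal1 and Igdcc4, with log2 fold changes of 3.99, 3.70, 3.57 and 3.55. The largest decreases were those of Cfd (-4.75), Cidea (-4.34), Aatk (-3.53), Pcp4l1 (-3.30) and Extl1 (-3.10). Aatk had the smallest adjusted p-value of these genes (0.00647 from edgeR), with 35.2 ± 5.13 CPM (SD, n = 3) against 3.04 ± 0.891 (SD, n = 3). Cdh1 and Tmem86a rose with log2 fold changes of 1.82 and 1.32 and were, with Epdr1, the higher genes with the smallest p-values.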

Gene ontology (GO) analysis annotated the differentially expressed genes to multiple intracellular processes, including glycolysis, gluconeogenesis, and non‐alcoholic fatty liver disease (Figure S5B, Supporting Information). 

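The files pair genes with GO biological process terms but not with the KEGG pathways of Figure S5B, so the genes called at the unadjusted threshold were tested against GO terms, a choice made after the annotation in the files was seen. Of the 13431 genes tested, 10043 had a process term, and 2077 of these were called. With a one-sided Fisher's exact test, 42 of 1554 terms had a Benjamini-Hochberg adjusted p-value under 0.05. Cell adhesion came first, with 72 of its 191 genes called where 39.5 were expected by chance (adjusted p = 5.83e-05). Inflammatory response had 59 of 162 genes called (adjusted p = 0.000729), and actin filament organization 27 of 52 (adjusted p = 0.0003).

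Gluconeogenesis had 5 of 19 genes called where 3.93 were expected (Fisher's exact test, p = 0.355, adjusted p = 0.912). All 5 were lower in the libraries labelled AAV8-TBG-Cre, and 16 of the 19 had a negative log2 fold change. Besides G6pc they were Gpd2, Cry1, Car5a and Gm5069, named after their values were seen. When the lower genes were tested alone, Fisher's exact test gave p = 0.0181 (adjusted p = 0.478). For glycolytic process, 6 of 26 genes were called where 5.38 were expected (Fisher's exact test, p = 0.457). Of these, Hkdc1, Pkm and Hk3 were higher and Gm5069, Pfkl and Gm6981 lower, also named after their values were seen. Several enriched terms on the regulation of lipid and glucose metabolism rested on 1 gene family. In 11 of the 42 terms, Mup genes, whose fragments can be shared between paralogs, made up the majority of the called genes, and without the Mup genes 24 terms had an adjusted p-value under 0.05. With only the genes called by the adjusted p-value, 0 terms passed and 15 had an unadjusted p-value under 0.05.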

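G6pc (NCBI gene 14377, 1 transcript in the files) encodes the catalytic subunit of glucose-6-phosphatase. Its level was 320, 340 and 171 CPM in AAV8-TBG-GFP replicates 1, 2 and 3 and 190, 48.2 and 27.1 in AAV8-TBG-Cre replicates 1, 2 and 3. The means were 277 ± 91.9 (SD, n = 3 mice) and 88.5 ± 88.8 (SD, n = 3). The log2 fold change was -1.65 (standard error 0.67, adjusted p = 0.219 from edgeR), and the unadjusted p-value was under 0.05. The groups overlapped, since AAV8-TBG-Cre replicate 1 lay above AAV8-TBG-GFP replicate 3 (exact two-sided permutation test, p = 0.2). Without AAV8-TBG-Cre replicate 1 the log2 fold change was -2.88 (adjusted p = 0.0229 from edgeR, with a range of 0.0229 to 0.494 over the alternatives), and the unadjusted p-value stayed under 0.05 in 2 of the 6 fits that each left out 1 mouse. The log2 ratio of the group means was -0.79 among libraries with a short name and -2.19 among those with a long name, and with the form of the name as a covariate the log2 fold change was -1.48 (adjusted p = 0.0719 from edgeR). The direction of these differences rests on the group labels. Mettl14 did not clearly fall, and counts of whole transcripts cannot show whether its floxed exon was lost.

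Pck1 (NCBI gene 18534), which encodes cytosolic phosphoenolpyruvate carboxykinase, had 2686, 2200 and 2408 CPM with AAV8-TBG-GFP and 3252, 1434 and 1492 with AAV8-TBG-Cre. Its log2 fold change of -0.24 (standard error 0.33, adjusted p = 0.727 from edgeR) lay within the variation from mouse to mouse. The log2 ratio of the means was 0.41 among libraries with a short name and -0.72 among those with a long name, so the direction differed between the forms. AAV8-TBG-Cre replicate 1 moved the value, which was -0.73 without it (adjusted p = 0.0553 from edgeR).

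Fasn (NCBI gene 14104), the fatty acid synthase gene, had a level of 422 ± 213 CPM (SD, n = 3 mice) with AAV8-TBG-GFP and 301 ± 156 (SD, n = 3) with AAV8-TBG-Cre, a log2 fold change of -0.49 (adjusted p = 0.586 from edgeR). Acly (NCBI gene 104112), the ATP citrate lyase gene, had 207 ± 68.6 (SD, n = 3) and 140 ± 60.8 (SD, n = 3), a log2 fold change of -0.56 (adjusted p = 0.419 from edgeR). For both genes the groups overlapped. Without AAV8-TBG-Cre replicate 1 the log2 fold changes were -1.00 for Fasn (adjusted p = 0.175 from edgeR) and -0.96 for Acly (adjusted p = 0.105). Both genes were lower in the libraries with a long name, and with the form of the name as a covariate the log2 fold changes shrank to -0.085 for Fasn and -0.25 for Acly.

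**Figure D2:**
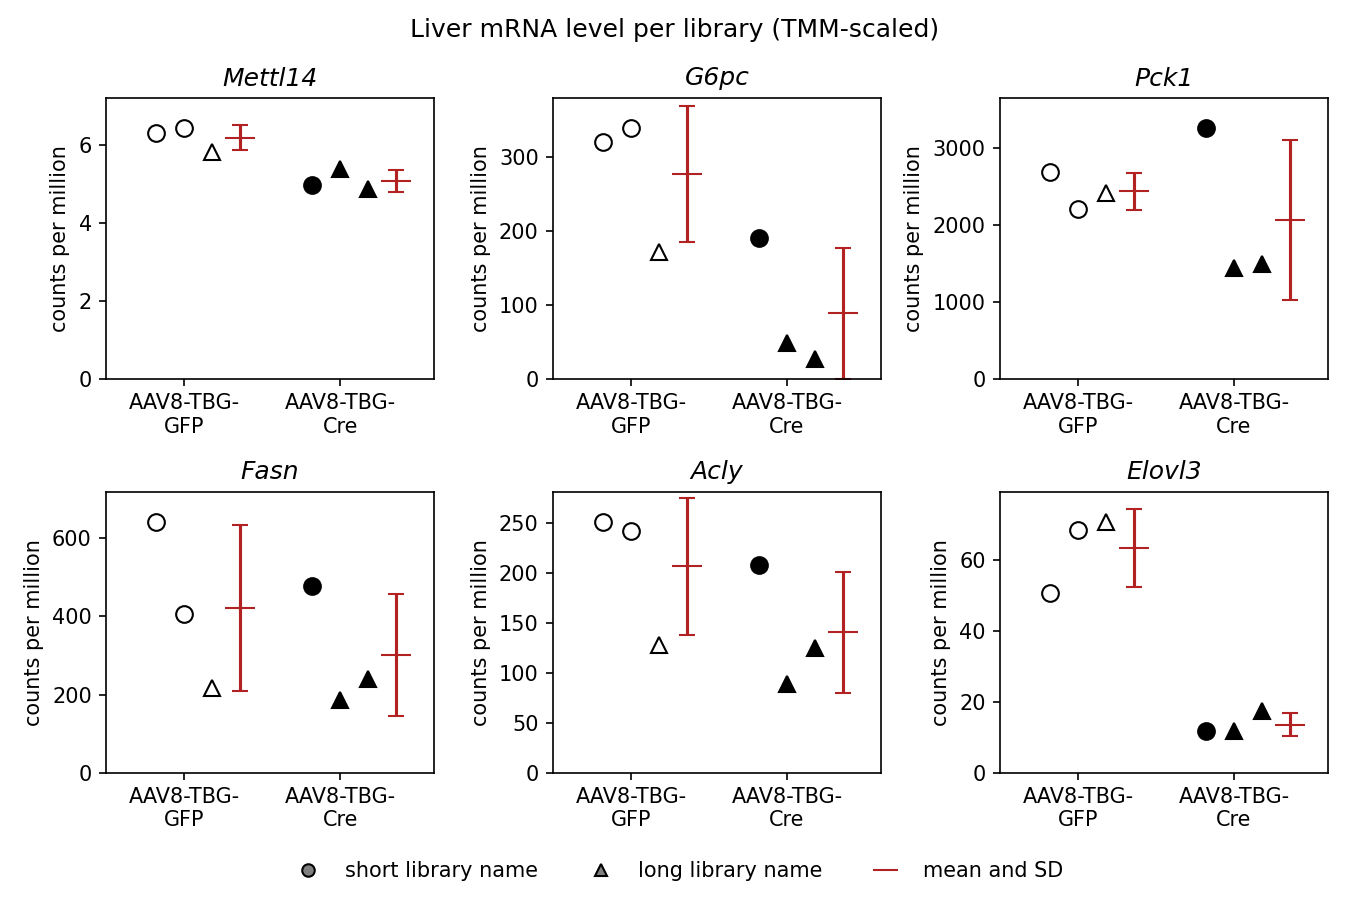
Levels of 6 mRNAs in each liver library, in TMM-scaled CPM, with open symbols for AAV8-TBG-GFP, filled symbols for AAV8-TBG-Cre, circles for short and triangles for long library names, and red bars for the mean and SD of 3 mice. G6pc, Pck1, Fasn and Acly overlap between the groups, and AAV8-TBG-Cre replicate 1 (filled circle) is the highest of its group in all 4, while Mettl14 and Elovl3 do not overlap.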

Volcano plots and expression heatmaps revealed downregulation of several gluconeogenic genes (e.g., *G6pc*, *Pck1)* and lipogenic genes (e.g., *Fasn*, *Acly*) in *Mettl14*‐null livers (Figure S5C,D, Supporting Information). We confirmed downregulation of liver *G6pc* mRNA in both AAV8‐TBG‐Cre‐transduced *Mettl14^f/f^* mice (relative to AAV8‐TBG‐GFP mice) and *Mettl14* ^Δ^ *^hep^* mice (relative to *Mettl14^f/f^* mice) by qPCR (Figure 5D). Consistently, hepatic G6pc protein was significantly lower in both AAV8‐TBG‐Cre‐transduced *Mettl14^f/f^* mice (relative to AAV8‐TBG‐GFP mice) and *Mettl14* ^Δ^ *^hep^* mice (relative to *Mettl14^f/f^* mice) (Figure 5E). Moreover, G6pc protein was significantly lower in *Mettl14* ^Δ^ *^hep^* than in *Mettl14^f/f^* primary hepatocytes (Figure S5E, Supporting Information). We postulated that G6pc downregulation might enhance glycogen synthesis by increasing glucose 6‐phosphate levels (G6pc substrate and glycogen precursor). In support of the notion, liver glycogen was significantly higher in AAV8‐TBG‐Cre than in AAV8‐TBG‐GFP transduced *Mettl14^f/f^* mice (Figure 5F). To test if METTL14 overexpression has the opposite effect, C57BL/6J males were transduced with adeno‐METTL14 or adeno‐GFP vector, and the liver was harvested 2 weeks later. Liver‐restricted overexpression of METTL14 substantially increased the mRNA and protein levels of hepatic G6pc (Figure 5D–G). Liver glycogen content was significantly lower in adeno‐METTL14 than in adeno‐GFP mice (Figure 5H). We reasoned that restoration of G6pc might rescue HGP in METTL14‐deficient liver. *Mettl14* ^Δ^ *^hep^* mice were transduced with the AAV8‐TBG‐G6pc vector to produce recombinant Gp6c specifically in the liver (AAV8‐TBG‐GFP as control). We confirmed liver expression of recombinant G6pc in AAV8‐TBG‐G6pc‐transduced mice (slightly lower than endogenous G6pc levels) (Figure S5F, Supporting Information). We assessed liver gluconeogenesis (in PTT) and glucagon sensitivity (in GLTT) 3 weeks after AAV8 transduction. In both PTT and GLTT, blood glucose and AUC were lower in *Mettl14* ^Δ^ *^hep^* than *Mettl14^f/f^* mice (Figure 5I). Hepatocyte‐specific restoration of G6pc in *Mettl14* ^Δ^ *^hep^* mice increased blood glucose and AUC to the levels in *Mett14l^f/f^* mice (Figure 5I). In GTT, hepatocyte‐specific restoration of G6pc in *Mettl14* ^Δ^ *^hep^* mice also increased blood glucose and AUC approximately to the level in *Mettl14^f/f^* mice (Figure S5G, Supporting Information). Taken together, these results unveil a previously unrecognized METTL14/G6pc/HGP axis.

### 2.7 METTL14 Increases *G6pc* mRNA Stability and Translation

Given that m^6^A methylation influences mRNA stability and/or translation, we postulated that METTL14 might directly promote G6pc biosynthesis. G6pc plasmid was cotransfected with *METTL14* plasmid (empty plasmid as control) into Huh7 cells (human hepatoma line). METTL14 and its bound mRNA were immunopurified with anti‐METTL14 antibody, called RNA immunoprecipitation (RIP), and METTL14‐bound *G6pc* mRNA was measured by qPCR. We readily detected METLL14‐bound *G6pc* mRNA (**Figure** **6**A). To verify METTL14/*G6pc* mRNA interaction in the liver, *Mettl14^f/f^* mice were transduced with AAV8‐TBG‐Cre (deleting hepatic *Mettl14*) or AAV8‐TBG‐GFP vector. Livers were harvested for RIP assays 6 weeks later. METTL14‐bound *G6pc* mRNA was significantly lower in AAV8‐TBG‐Cre than in AAV8‐TBG‐GFP mice (Figure 6B). To test if METTL14 installs m^6^A on *G6pc* transcript, we measured *G6pc* mRNA m^6^A levels in primary hepatocytes using m^6^A‐linked RIP assays (MeRIP). m^6^A‐marked *G6pc* mRNA levels were significantly lower in *Mettl14* ^Δ^ *^hep^* than in *Mettl14^f/f^* hepatocytes (Figure 6C). Liver m^6^A‐marked *G6pc* mRNA levels were also significantly lower in AAV8‐TBG‐Cre than in AAV8‐TBG‐GFP *Mettl14^f/f^* mice (Figure S5H, Supporting Information). To further validate METTL14‐mediated m^6^A in *G6pc* mRNA, we reanalyzed liver MeRIP‐seq datasets generated from *Mettl14^f/f^* and *Mettl14* ^Δ^ *^hep^* mice (GSE185109).^[^ ^12^ ^]^ Deletion of hepatic *Mettl14* markedly reduced m^6^A‐methylated *G6pc* mRNA levels in *Mettl14* ^Δ^ *^hep^* mice (Figure 6D). Notably, m^6^A sites were located around the STOP codon. To verify that METTL14 overexpression has the opposite effect, C57BL/6J males were transduced with adeno‐METTL14 or adeno‐GFP vector (control). Livers were harvested for MeRIP 2 weeks later. Liver‐restricted overexpression of METTL14 dramatically increased m^6^A‐marked *G6pc* mRNA levels (Figure 6E). To test if METTL3 mediates METTL14‐induced m^6^A, Huh7 cells were cotransfected with *G6pc* and *METTL14* plasmids and treated with METTL3 inhibitor STM2457.^[^ ^7^, ^13^ ^]^ METTL14 increased levels of m^6^A‐marked *G6pc* mRNA, and STM2457 completely reversed the METTL14 action (Figure 6F).

**Figure 6:**
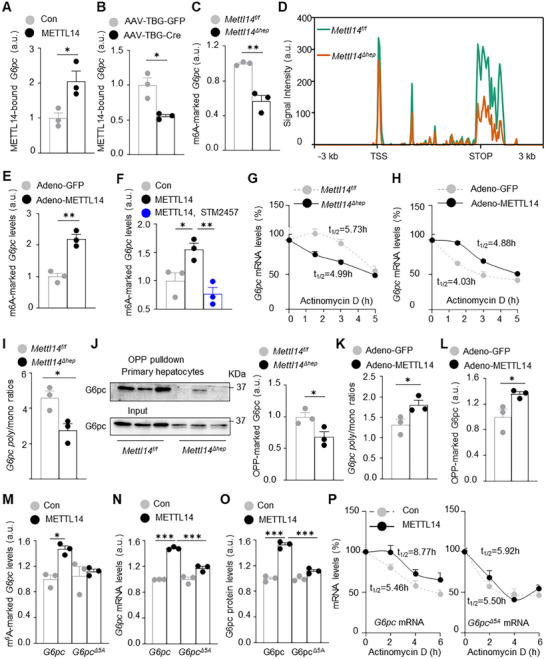
METTL14 m^6^A‐dependently increases *G6pc* mRNA stability and translation in hepatocytes. A) Huh7 cells were cotransfected with *METTL14* and *G6pc* plasmids for 2 days. METTL14‐bound *G6pc* mRNA was measured using METTL14‐linked RIP (*n =* 3 per group). B) *Mettl14^f/f^* males were transduced with AAV8‐TBG‐GFP or AAV8‐TBG‐Cre vector for 6 weeks (on HFD). METTL14‐bound *G6pc* mRNA was measured in the liver using RIP assays (*n =* 3 mice per group). C) Levels of m^6^A‐marked *G6pc* mRNA were measured in primary hepatocytes using MeRIP (normalized to *G6pc* input; *n =* 3 per group). D) Liver m^6^A distribution across the *G6pc* gene between *Mettl14^f/f^* and *Mettl14* ^Δ^ *^hep^* males. E) C57BL/6J mice were transduced with adeno‐METTL14 or adeno‐GFP vector (*n =* 3 per group). 2 weeks later, liver m^6^A‐marked *G6pc* mRNA was measured using MeRIP (normalized to *G6pc* mRNA input). F) Huh7 cells were cotransfected with *METTL14* and *G6pc* plasmids. 12 hours later, cells were treated with STM2457 (5 µg mL^−1^) for 36 h to measure m^6^A‐marked *G6pc* mRNA (normalized to *G6pc* mRNA input, DMSO as control, *n =* 3 per group). G) Primary hepatocytes were treated with actinomycin D to measure *G6pc* mRNA stability (*n =* 3 mice per group). H) Primary hepatocyte culture (C57BL/6J males) was transduced with adeno‐METTL14 or adeno‐GFP vector for 24 h. *G6pc* mRNA decays were assessed using actinomycin D (*n =* 3 mice per group). I) Poly‐bound and mono‐bound *G6pc* mRNA were measured in primary hepatocytes from males (8 weeks). J) OPP assays on primary hepatocytes to assess G6pc translation (normalized to G6pc input; *n =* 3 mice per group). K,L) Primary hepatocyte culture (C57BL/6J males) was transduced with adeno‐METTL14 or adeno‐GFP vector. Poly/mono‐bound *G6pc* mRNA and G6pc translation (OPP assays) were measured 48 and 24 h later, respectively (*n =* 3 mice per group). M–O) Huh7 cells were cotransfected with *METTL14* and *G6pc or G6pc* ^Δ^ *^5A^* plasmids for 2 days. *G6pc* mRNA m^6^A methylations (normalized to *G6pc* input) and *G6pc* mRNA levels (normalized to *GAPDH* levels) were measured. Cell extracts were immunoblotted with anti‐G6pc antibody to measure G6pc levels (normalized to p85 levels, *N* = 3 per group). P) Huh7 cells were cotransfected with *METTL14* and *G6pc or G6pc* ^Δ^ *^5A^* plasmids for 36 h and then treated with actinomycin D. *G6pc* mRNA levels were measured and normalized to the initial values (*n =* 3 per group). Data are presented as mean ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001, two‐sided unpaired *t*‐test (A–C, E, I–L), two‐way ANOVA with Šidák's multiple‐comparison test (G,H,P) and one‐way ANOVA with Tukey's multiple‐comparison test (M–O).

To test if METTL14 regulates *G6pc* mRNA decay, *Mettl14* ^Δ^ *^hep^* and *Mettl14^f/f^* primary hepatocytes were treated with transcriptional inhibitor actinomycin D. METTL14 deficiency substantially decreased *G6pc* mRNA stability (Figure 6G). To test if METTL14 overexpression has the opposite effect, primary hepatocytes were transduced with adeno‐METTL14 or adeno‐GFP vector. METTL14 overexpression significantly suppressed *G6pc* mRNA decay (Figure 6H). To test if METTL14 influences *G6pc* mRNA translation in primary hepatocytes, we purified polysomes (poly) and monosomes (mono) with high and low translations, respectively, and measure poly‐ and mono‐associated *G6pc* mRNA by qPCR. The poly/mono ratio was significantly lower in *Mettl14* ^Δ^ *^hep^* than in *Mettl14^f/f^* hepatocytes (Figure 6I). This suggests that METTL14 deficiency decreases G6pc translation. To complement this approach, we directly measured *G6pc* translation using *O*‐propargyl‐puromycin (OPP)‐mediated pulldown assays.^[^ ^7^ ^]^ Newly translated G6pc proteins mark with OPP, and OPP‐tagged G6pc was pulled down with biotin/streptavidin beads and quantified with anti‐G6pc antibody. Nascent G6pc (OPP‐tagged) was significantly lower in *Mettl14* ^Δ^ *^hep^* than in *Mettl14^f/f^* hepatocytes (Figure 6J). In contrast, METTL14 deficiency did not alter p85 translation (Figure S6A, Supporting Information). To verify that METTL14 overexpression has the opposite effect, primary hepatocytes were transduced with adeno‐METTL14 or adeno‐GFP vector. METTL14 overexpression significantly increased both poly/mono *G6pc* mRNA ratio and G6pc translation (OPP assays) (Figure 6K,L and Figure S6B, Supporting Information). As control, METTL14 overexpression did not increase p85 translation (Figure S6C, Supporting Information). Collectively, these results define a previously unrecognized METTL14/*G6pc* mRNA m^6^A/*G6pc* mRNA stability and translation/G6pc biosynthesis/HGP axis.

### 2.8 METTL14 m^6^A‐Dependently Upregulates G6pc Biosynthesis

Given that METTL3 inhibitor STM2457 blocks METTL14‐stimulated m^6^A methylation of *G6pc* mRNA, we postulated that STM2457 might also abrogate the ability of METTL14 to upregulate G6pc synthesis. Huh7 cells were cotransfected with *G6pc* and *METTL14* plasmids and treated with STM2457. Indeed, STM2457 inhibited METTL14 upregulation of G6pc synthesis (Figure S6D,E, Supporting Information). We mapped m^6^A sites by reanalyzing published MeRIP‐seq datasets (Table S1, Supporting Information),^[^ ^14^ ^]^ and identified 28 m^6^A sites across the entire *G6pc* mRNA region (Figure S6F, Supporting Information). To further validate m^6^A sites, we analyzed *G6pc* mRNA sequences using the SRAMP Prediction Server (http://www.cuilab.cn/sramp) and identified A^945^, A^1286^, A^1290^, A^1355^, and A^1362^ as putative m^6^A sites. A^945^, A^1286^, A^1355^, and A^1362^ sites were confirmed in the MeRIP‐seq datasets (Figure S6F, Supporting Information). Next, we replaced A^945^, A^1286^, A^1290^, A^1355^, and A^1362^ with T to generate a *G6pc* ^Δ^ *^5A^* mutant. *G6pc* ^Δ^ *^5A^* or *G6pc* plasmid was cotransfected with *METTL14* plasmid (empty plasmid as control) into Huh7 cells. METTL14 significantly increased m^6^A levels in *G6pc* but not *G6pc* ^Δ^ *^5A^* transcript (Figure 6M). This suggests that A^945^, A^1286^, A^1290^, A^1355^, and A^1362^ are the main m^6^A sites induced by METTL14. Importantly, METTL14 increased the mRNA and protein levels of G6pc but not G6pc^Δ5A^ (Figure 6N,O and Figure S6G, Supporting Information). Consistently, METTL14 increased *G6pc*, but not *G6pc* ^Δ^ *^5A^*, mRNA stability and translation (Figure 6P and Figure S6H, Supporting Information). These results suggest that METTL14 m^6^A‐dependently increases G6pc biosynthesis and HGP in hepatocytes. These results further confirm the METTL14/*G6pc* mRNA m^6^A/G6pc biosynthesis/HGP pathway.

### 2.9 YTHDF1 and YTHDF3 Mediate METTL14‐Induced Upregulation of G6pc Biosynthesis

We next set out to identify m^6^A readers for *G6pc* mRNA. We first tested YTHDF2 because it is a well‐established m^6^A reader to promote mRNA decay.^[^ ^5^, ^15^ ^]^ *Ythdf2^f/f^* mice were fed a HFD for 8 weeks and then transduced with AAV8‐TBG‐Cre (deleting hepatic *Ythdf2*) or AAV8‐TBG‐GFP vector (control). Unexpectedly, PTT, GTT, and ITT were indistinguishable between AAV8‐TBG‐Cre and AAV8‐TBG‐GFP groups (**Figure** **7**A). To test if YTHDF2 influences G6pc synthesis, *HA‐G6pc* plasmid was cotransfected with *METTL14* and *YTHDF2* plasmids into Huh7 cells. Cell extracts were immunoblotted with anti‐HA antibody to measure recombinant G6pc. METTL14 increased G6pc, but YTHDF2 did not further increase G6pc levels (Figure 7B). Thus, it is unlikely that YTHDF2 is a m^6^A reader for *G6pc* mRNA. We then examined YTHDF1 and YTHDF3, which are known to increase mRNA translation.^[^ ^5a,c^ ^]^ *HA‐G6pc* plasmid was cotransfected with *METTL14* and *YTHDF1* (or *YTHDF3*) plasmids into Huh7 cells. Unlike YTHDF2, both YTHDF1 and YTHDF3 significantly increased *HA‐G6pc* expression (Figure 7C). To test if YTHDF1 and YTHDF3 bind to *G6pc* mRNA, *YTHDF1* (or *YTHDF3*) plasmid was cotransfected with *G6pc* or *G6pc* ^Δ^ *^5A^* plasmid into Huh7 cells. YTHDF1‐bound and YTHDF3‐bound *G6pc* mRNA were measured using RIP assays. *G6pc* mRNA abundantly bound to both YTHDF1 and YTHDF3, and abolishing of the five m^6^A sites significantly decreased the binding of *G6pc* ^Δ^ *^5A^* mRNA to YTHDF1 and YTHDF3 (Figure 7D,E). To test if YTHDF1 and YTHDF3 m^6^A‐dependently increase G6pc synthesis, *HA‐G6pc* or *HA‐G6pc* ^Δ^ *^5A^* plasmid was cotransfected with *YTHDF1* or *YTHDF3* plasmid into Huh7 cells. YTHDF1 and YTHDF3 significantly increased G6pc but not G6pc^Δ5A^ levels (Figure 7F,G and Figure S7, Supporting Information). These results reveal a previously unrecognized METTL14/*G6pc* mRNA m^6^A/YTHDF1/YTHDF3/G6pc synthesis/HGP axis.

**Figure 7:**
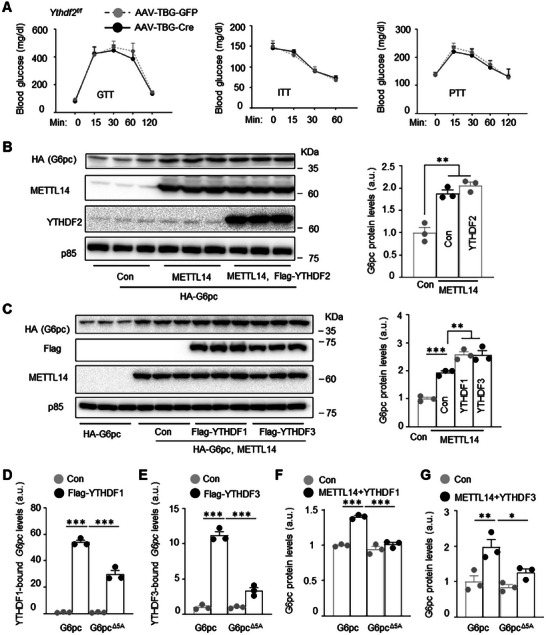
YTHDF1 and YTHDF3 mediate METTL14 upregulation of G6pc biosynthesis. A) *Ythdf2^f/f^* males (HFD for 8 weeks) were transduced with AAV8‐TBG‐Cre or AAV8‐TBG‐GFP vector. PTT, GTT, and ITT were performed 4 weeks later (*n =* 7 mice per group). B) Huh7 cells were cotransfected with *HA‐G6pc*, *YTHDF2*, and *METTL14* plasmids for 2 days. Cell extracts were immunoblotted with the indicated antibodies. HA‐G6pc levels were normalized to p85 levels (*n =* 3 per group). C) Huh7 cells were cotransfected with the indicated plasmids for 2 days. Cell extracts were immunoblotted with the indicated antibodies. HA‐G6pc levels were normalized to p85 levels (*n =* 3 per group). D–G) Huh7 cells were cotransfected with *G6pc*, *G6pc* ^Δ^ *^m6A^*, *Flag‐YTHDF1*, and *Flag‐YTHDF3* plasmids for 2 days (empty plasmid as control). YTHDF1‐bound and YTHDF3‐bound *G6pc* and *G6pc* ^Δ^ *^5A^* mRNAs were measured using RIP assays (normalized to *G6pc* or *G6pc* ^Δ^ *^5A^* mRNA input). Cell extracts were immunoblotted with anti‐G6pc antibody. G6pc levels were normalized to p85 levels (*n =* 3 per group). Data are presented as mean ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001, one‐way ANOVA with Tukey's multiple‐comparison test (A–D) and two‐sided unpaired *t*‐test (E–G).

### 2.10 Obesity Is Associated with Activation of the METTL14/METTL3/*G6pc* mRNA m^6^A/HGP Pathway

Hepatic G6pc and HGP are elevated under fasted conditions. Fasting also increases METTL14 and METTL3 expression in the liver. These prompted us to test if fasting increases m^6^A methylation of *G6pc* mRNA. C57BL/6J males were fasted overnight. Fasting significantly increased m^6^A‐methylated *G6pc* mRNA levels as well as total *G6p c* mRNA levels in the liver (**Figure** **8**A). We postulated that obesogenic factors might upregulate hepatic METTL14 and METTL3 to activate the *G6pc* mRNA m^6^A/G6pc synthesis/HGP pathway, thereby exacerbating type 2 diabetes progression. We placed C57BL/6J males on HFD for 12 weeks and harvested the liver. Both mRNA and protein levels of METTL14 and METTL3 were significantly higher in HFD than in chow diet groups (Figure 8B–D). Consistently, total liver m^6^A levels were significantly higher in HFD than in chow groups (Figure 8E,F). Importantly, liver m^6^A‐marked *G6pc* mRNA levels were significantly higher in HFD‐fed than in chow‐fed mice (Figure 8G). Consequently, hepatic G6pc protein was significantly higher in HFD than in chow groups (Figure 8C,D). These results suggest that obesogenic factors stimulate the METTL14/METTL3/*G6pc* mRNA m^6^A/G6pc synthesis/HGP pathway, thereby augmenting hyperglycemia, glucose intolerance, and type 2 diabetes progression (Figure 8H).

**Figure 8:**
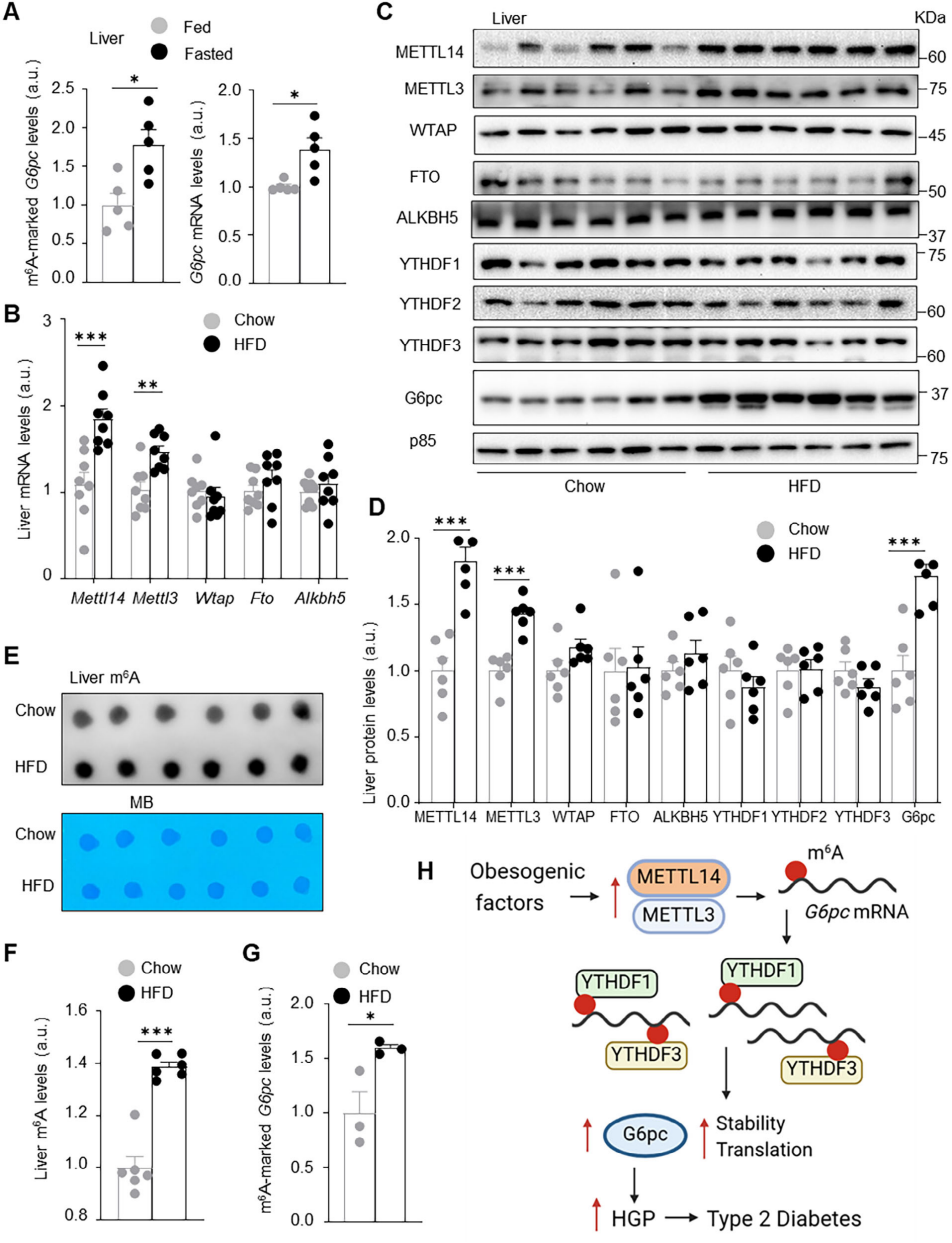
Obesity is associated with activation of the METTL3/METTL14/*G6pc* mRNA m^6^A/G6pc synthesis/HGP axis. A) C57BL/6J males (8 weeks) were fasted for 24 h or randomly fed. Total liver *G6pc* mRNA (normalized to 36B4 levels) and m^6^A‐marked *G6pc* mRNA (normalized to *G6pc* input) were measured (*n =* 5 per group). B–G) C57BL/6J males were fed HFD for 12 weeks (chow diet as control) and fasted overnight to harvest livers. B) Liver RNA abundance (normalized to *36B4* levels, *n =* 8 per group). C,D) Liver extracts were immunoblotted with the indicated antibodies. Protein levels were normalized to p85 levels (*n =* 6 per group). E,F) Total liver m^6^A levels (dot blot assays, *n =* 6 mice per group). G) Liver m^6^A‐marked *G6pc* mRNA was measured by MeRIP (normalized to *G6pc* input, *n =* 6 mice per group). H) Obesogenic factors stimulate upregulation of hepatic METTL14 and METTL3, which in turn install m^6^A on *G6pc* mRNA. YTHDF1 and TRYDF3 bind to m^6^A‐marked *G6pc* mRNA and increase *G6pc* mRNA stability and translation, thereby increasing G6pc synthesis. G6pc increases HGP, thereby promoting hyperglycemia, glucose intolerance, and type 2 diabetes progression. Illustration was obtained from BioRender.com (https://BioRender.com/k70o576). Data are presented as mean ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001, two‐sided unpaired *t*‐test.

## 3 Discussion

Obesity is associated with aberrantly excessive G6pc‐mediated HGP, promoting type 2 diabetes; however, there is a gap in our understanding of posttranscriptional regulation of G6pc biosynthesis. Here, we unveil a previously unrecognized METTL14/METTL3/*G6pc* mRNA m^6^A/YTHDF1 and YTHDF3/G6pc biosynthesis/HGP pathway governing HGP in health and metabolic disease. METTL14 bound to and installed m^6^A on *G6pc* mRNA. We identified 5 m^6^A sites using the SRAMP prediction server and additionally, mapped 28 m^6^A sites by analyzing publicly available MeRIP‐seq datasets (containing 4 of the 5 sites). We generated *G6pc* ^Δ^ *^5A^* mutant lacking the five m^6^A sites. *G6pc* ^Δ^ *^5A^* mRNA was resistant to METTL14‐induced m^6^A methylation, suggesting that they are the major m^6^A sites. METTL3 inhibitor STM2457 blocked METTL14‐stimulated m^6^A methylation, suggesting that METTL14 partner METTL3 catalyzes m^6^A in *G6pc* mRNA. Functionally, METTL14 increased *G6pc* but not *G6pc* ^Δ^ *^5A^* mRNA stability. Additionally, METTL14 increased G6pc but not G6pc^Δ5A^ translation. Consistently, deletion of hepatic *Mettl14* decreased, whereas hepatocyte‐specific overexpression of METTL14 increased, hepatic G6pc levels in mice. We further showed YTHDF1 and YTHDF3 bound to *G6pc* mRNA to a substantially higher level relative to *G6pc* ^Δ^ *^5A^* mRNA. YTHDF1 increased G6pc but not G6pc^Δ5A^ biosynthesis, YTHDF3 also increased G6pc synthesis to a markedly higher level relative to G6pc^Δ5A^ production. In contrast, hepatic YTHDF2 did not alter G6pc expression and liver metabolism. Based on these findings, we propose that the METTL14/METTL3 complex directly installs m^6^A methylation on *G6pc* mRNA. YTHDF1 and YTHDF3 in turn bind to m^6^A‐marked mRNA to increase G6pc biosynthesis by inhibiting *G6pc* mRNA decay as well as increasing *G6pc* translation (Figure 8H). However, we cannot exclude the possibility that other m6A readers, such as IGF2BP family members, also contribute to upregulation of hepatic G6pc and HGP.

We demonstrated that the METTL14/*G6pc* mRNA m^6^A/G6pc synthesis cascade safeguards HGP. In primary hepatocytes, deletion of *Mettl14* blocked glucagon‐stimulated gluconeogenesis; conversely, overexpression of METTL14 increased gluconeogenesis. In liver slices, METTl14 deficiency markedly decreased gluconeogenesis ex vivo. In animals, hepatocyte‐specific deletion of *Mettl14*, either embryonic or adult‐onset, profoundly impaired gluconeogenesis as assessed by PTT, and hepatocyte‐specific overexpression of METTL14 had the opposite effects. Remarkably, hepatocyte‐specific restoration of G6pc reversed glucagon resistance as well as impaired gluconeogenesis in *Mettl14* ^Δ^ *^hep^* mice. These results uncover, for the first time, a METTL14/*G6pc* mRNA m^6^A/YTHDF1 and YTHDF3/G6pc biosynthesis/HGP pathway safeguarding glucose homeostasis. Hepatic METTL14 and METTL3 were upregulated in obesity. Likewise, liver METTL3 and METTL14 are also upregulated in humans with obesity and diabetes.^[^ ^16^ ^]^ METTL3 and METTL14 in white blood cells are elevated in patients with type 2 diabetes.^[^ ^17^ ^]^ Consistently, total liver RNA m^6^A levels and the level of m^6^A‐marked *G6pc* mRNA were significantly higher in HFD fed mice relative to normal chow‐fed mice. We propose that obesogenic factors upregulate hepatic METTL3 and METTL14, which in turn install m^6^A on *G6pc* mRNA to increase G6pc biosynthesis through increasing both *G6pc* mRNA stability and translation (Figure 8H). Currently, upstream regulators of METTL3 and METTL14 remain elusive. Notably, E3 ligase STUB1 induces ubiquitination and degradation of METTL14.^[^ ^18^ ^]^ RPN11 induces deubiquitylation and upregulation of METTL3.^[^ ^19^ ^]^ It is likely that ubiquitin E3 ligases and deubiquinating enzymes may act upstream to regulate METTL3 and METTL14 activities in obesity. Aberrant elevation of G6pc increases HGP (e.g., glycogenolysis and gluconeogenesis), thereby promoting hyperglycemia, glucose intolerance, and type 2 diabetes progression. Therefore, the METTL14/METTL3/*G6pc* mRNA m^6^A pathway may serve as new therapeutic targets for type 2 diabetes treatment.

We noticed that deletion of hepatic *Mettl14* mitigated HFD‐induced liver steatosis. Likewise, hepatocyte‐specific deletion of *Mettl3* also protects against HFD‐induced liver steatosis.^[^ ^16a^ ^]^ Liver expression of lipogenic enzymes (*Acc1*, *Fasn*, *Acly*, and *Scd1*) was decreased in mice with hepatocyte‐specific deletion of *Mettl14*, which may partially explain protection against liver steatosis. In human hepatocytes, METTL14 increases the m^6^A content of *ACLY* and *SCD1* transcripts and enhances ACLY and SCD1 expressions and lipid accumulation.^[^ ^20^ ^]^ Paradoxically, hepatocyte‐specific deletion of *Mettl3* or *Mettl14* was also reported to augment liver steatosis.^[^ ^21^ ^]^ The reasons for the discrepancy between these studies are unclear. Given that environmental factors profoundly influence metabolic phenotypes, their differences in different animal facility may explain, at least in part, the discrepancy. It is worth mentioning that our findings do not exclude the possibility that the m^6^A writer may act on additional, multiple RNA targets to influence liver metabolism and homeostasis. Moreover, additional m^6^A readers aside from YTHDF1 and YTHDF3 may also mediate METTL14 regulation of G6pc synthesis and HGP. Additional studies are warranted to investigate the hypothesis in the future.

This study has limitations. We detected residual RNA m^6^A methylations in METTL14‐deficient hepatocytes. It is likely that other unknown m^6^A writers may be responsible for the residual m^6^A methylation. We detected a slight increase in plasma ALT in *Mettl14* knockout mice. Other groups have also reported liver injury in mice with hepatocyte‐specific deletion of *Mettl3* or *Mettl14*.^[^ ^12^, ^21^, ^22^ ^]^ Potential contribution of liver injury to HGP remains elusive.

## 4 Experimental Section

### Animals

*Mettl14^f/f^* and *Ythdf2^f/f^* mice (C57BL/6J background) were described previously.^[^ ^23^ ^]^ *Albumin‐Cre* mice (JAX, 0 03574) were also described before.^[^ ^9b^ ^]^ *Mettl14^f/f^* mice were crossed with *albumin‐Cre* drivers to obtain embryonic onset, hepatocyte‐specific *Mettl14* ^Δ^ *^hep^* mice (*Mettl14^f/f^; albumin‐Cre^+/−^*). To generate adult‐onset, hepatocyte‐specific knockout mice, *Mettl14^f/f^* or *Ythdf2^f/f^* mice (8 weeks) were fed HFD for 10 weeks and injected with AAV8‐TBG‐Cre (Addgene #107 787) or AAV8‐TBG‐GFP (control) vector via tail vein (10^11^ viral particles per mouse). AAV8‐transduced mice were on HFD for additional 5–6 weeks and subjected to metabolic tests. Mice were housed on a 12 h light–dark cycle at 25 °C and fed ad libitum a chow diet (9% fat; TestDiet, St. Louis, MO) or HFD (60% fat in calories; Research Diets, New Brunswick, NJ).

### Ethics Statements

Animal research was complied with relevant ethic regulations. Animal experiments were conducted following the protocols approved by the University of Michigan Institutional Animal Care and Use Committee (IACUC).

### Overexpression of METTL14 in Mouse Liver

Human METTL14 cDNA was inserted into a pAdtract‐CMV plasmid at Bgl II and EcoR V sites. pAdtract‐CMV‐METTL14 plasmids were cointroduced with pAdEasy‐1 plasmids into BJ5183 bacteria to generate pAdeay‐1‐METTL14 plasmids. pAdeay‐1‐METTL14 plasmids were transfected into Q293A cells to generate METTL14 adenoviral vector. C57BL/6J males (8 weeks) were fed a chow diet and transduced with METTL14 or GFP adenoviral vectors via tail vein injections (10^11^ viral particles/mouse). It was reported that expression of recombinant proteins is restricted to the liver under these conditions.^[^ ^10^, ^24^ ^]^ Metabolic tests were performed 1 week post adenoviral transduction.

### GTT, ITT, PTT, and GLTT

Mice were fasted 8 h (GTT, PTT) or 6 h (ITT, GLTT), and intraperitoneally injected with glucose (1 or 2 g kg^−1^ body weight, GTT), human insulin (0.4, 0.75, or 1 unit per kg, ITT), pyruvate (1 g kg^−1^, PTT), or glucagon (10 or 15 µg kg^−1^, GLTT). Blood samples were collected from tail veins 0, 15, 30, 60, 90, and 120 min after injection and were used to measure blood glucose levels.

### Liver TAG and Glycogen Levels

Liver samples were homogenized in 1% acetic acid. Lipids were extracted using chloroform/methanol (2:1). Organic fractions were dried in a chemical hood, resuspended in a KOH (3 m)/ethanol solution, incubated at 70 °C for 1 h, and mixed with MgCl_2_ (1 m). Aqueous fractions were used to measure TAG levels using free glycerol reagent (Sigma, Cat#F‐6428).^[^ ^25^ ^]^ Liver tissues were boiled in 30% KOH, and glycogen was precipitated with ethanol and air‐dried. Glycogen pellet was dissolved in water and digested with amyloglucosidase (Sigma, Cat# 10 115) at 42 °C. Glycogen‐derived glucose was measured using glucose liquicolor kit (Stanbio Laboratory, Cat# 1070–125). TAG and glycogen were normalized to liver weight.

### Primary Hepatocyte Cultures and Gluconeogenesis Assays

Primary hepatocytes were isolated from *Mettl14* ^Δ^ *^hep^* and *Mettl14^f/f^* males using type II collagenase (Worthington Biochem, Lakewood, NJ) and grown in William's medium E supplemented with FBS (2%), penicillin (100 units mL^−1^), and streptomycin (100 µg mL^−1^) as described previously.^[^ ^26^ ^]^ To measure gluconeogenesis, hepatocytes were incubated for 5 h in KRB buffer supplemented with lactate (10 mm), pyruvate (5 mm), HEPES (10 mm), BSA (0.6%), and ZnSO_4_ (10 µm) in the presence or absence of glucagon (10 nm). KRB buffer contained NaCl (119 mm), KCI (5 mm), KH_2_PO_4_ (2.6 mm), MgSO_4_ (2.6 mm), CaCl_2_ (2 mm), and NaHCO_3_ (24.6 mm, pH 7.4). Hepatocyte‐produced glucose (released into KRB) was measured using glucose liquicolor kit (ThermoFisher Scientific, Cat# NC9205667) and normalized to hepatocyte protein levels. Primary hepatocytes were isolated from C57BL/6J males and transduced with GFP or METTL14 adenoviral vectors. Gluconeogenesis was measured 48 h after adenoviral transduction.

### Liver Slice Gluconeogenesis

Liver was harvested for 5 h‐fasted mice. A liver block (6 mm diameter) was prepared using Biopsy punch (Henry Schein Incorporated, Cat#9 534 123), mounted on an adaptor using 3% agarose (ThermoFisher Scientific, Cat# BP1356‐500), placed in a cold section buffer constitutively saturated with O_2_: NaCl (137 mm), KCl (5.4 mm), Na_2_HPO_4_ (0.25 mm), glucose (5.5 mm), KH_2_PO_4_ (0.44 mm), CaCl_2_ (1.3 mm), MgSO_4_ (1.0 mm), NaHCO_3_ (4.2 mm), and cut into liver slices (250 µm) using a Leica VT1200 vibratome (Leica Biosystems Nussloch GmbH, Nussloch, Germany). A liver slice was transferred to a porous 70 µm sterile cell strainer (ThermoFisher Scientific, Cat# 22‐363‐548) placed in a 6‐well plate and grown in Williams medium E supplemented with 100 U mL^−1^ penicillin/streptomycin, glutamine (2 mm), insulin–transferrin–selenium X (ITS‐X, at 1X) (ThermoFisher Scientific, Cat# 51 500 056), and FBS (2%), and dexamethasone (100 nm). The plate was placed on a rocker in a CO_2_ incubator (at 37 °C) to generally mix culture medium. Two neighboring wells of the 6‐well plate were connected through a tunnel to facilitate growth medium flow through liver slice surfaces.^[^ ^11^ ^]^ After 18 h incubation, liver slices were washed with PBS and cultured in KRB buffer. After 3 h, liver slices were grown for 5 h in KRB buffer supplemented with lactate (10 mm), pyruvate (5 mm), HEPES (10 mm), BSA (0.6%), and ZnSO_4_ (10 µm) in the presence or absence of glucagon (10 nm). Hepatocyte‐produced glucose was measured and normalized to liver slice protein levels.

### Immunoblotting

Mice were fasted overnight, anesthetized with isoflurane, and injected with insulin (0.75 units per kg body weight) via inferior vena cava. A liver lobe was removed as baseline control before insulin injection. Liver tissues were harvested 5 min later. Mice were fasted overnight and intraperitoneally injected with glucagon and livers were harvested 15 min later. Liver tissue or hepatocyte cultures were homogenized in ice‐cold RIPA buffer: Tris HCl (50 mm, pH 7.5), Nonidet P‐40 (1%), NaCl (150 mm), EGTA (2 mm), Na_3_VO_4_ (1 mm), NaF (100 mm), Na_4_P_2_O_7_ (10 mm), phenylmethylsulfonyl fluoride (1 mm), aprotinin (10 µg mL^−1^), and leupeptin (10 µg mL^−1^). Tissue or cell extracts were resolved by SDS‐PAGE and immunoblotted with the indicated antibodies (Table S2, Supporting Information).

### qPCR

Total RNA was extracted using TRIzol reagents (Invitrogen life technologies, Carlsbad, CA). The first‐strand cDNAs were synthesized using random primers and M‐MLV reverse transcriptase (Promega, Madison, WI). qPCR was performed using Radiant SYBR Green 2X Lo‐ROX qPCR Kits (Alkali Scientific, Pompano Beach, FL), a StepOnePlus RT PCR Systems (Life Technologies Corporation, NY, USA), and respective primers (Table S3, Supporting Information).

### AAV and Expression Plasmids

Human *METTL14* (Addgene, Cat# 53 740) and *YTHDF2* (Addgene, Cat# 52 300) cDNAs were inserted into AAV‐CAG plasmids. Human *YTHDF1* and *YTHDF3* cDNAs were prepared from human Huh7 cells using RT‐PCR and inserted into AAV‐CAG plasmids. Mouse *G6pc1* cDNA was prepared from mouse livers using RT‐PCR and inserted into AAV‐TBG vector. 

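In the mouse genome build NCBIM37 with the GENCODE vM1 annotation, G6pc lies on chromosome 11 from 101228875 to 101239217 and its transcript has 5 exons and 2414 nucleotides. The coding sequence runs from nucleotide 237 to nucleotide 1310 of the transcript, where the first nucleotide is 1, and ends in a TAA stop codon. The 5 adenosines of the mutant were located in this transcript by their flanking sequence, and all 5 lie in exon 5, which spans 101237602 to 101239217. METTL14 and METTL3 methylate adenosines in the motif DRACH, where D is A, G or U, R is A or G, and H is A, C or U. The transcript has 44 such motifs, and each of the 5 adenosines is the central base of 1 of them.

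The adenosine at nucleotide 945 (position 101237748) lies in the coding sequence, in the context CCTCCTGTGGACTTTGGAGAA. Those at nucleotides 1286 (position 101238089, GGATCCTGGGACAGACACACA) and 1290 (position 101238093, CCTGGGACAGACACACAAGAA) also lie in the coding sequence, 4 nucleotides apart and just upstream of the stop codon. The remaining adenosines lie in the 3′ untranslated region, at nucleotide 1356 (position 101238159, CATGCAAAGGACTAGGAACAA) and nucleotide 1363 (position 101238166, AGGACTAGGAACAACTAAAGC), which is 46 and 53 nucleotides past the stop codon. In each 21-nucleotide sequence the adenosine replaced in the mutant is the central base. These are reference positions and carry no measurement of methylation.

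**Figure D3:**
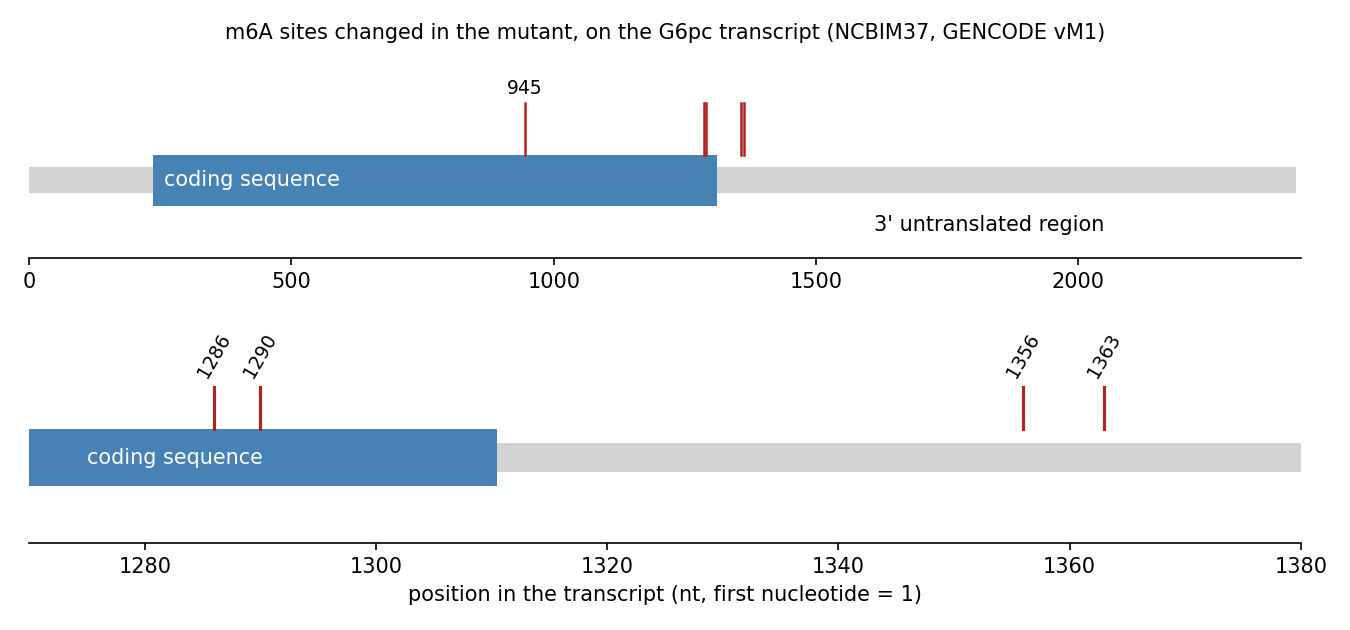
Map of the G6pc transcript in nucleotides from its first base (NCBIM37, GENCODE vM1), with the coding sequence in blue, untranslated regions in grey and the 5 m6A sites of the mutant as red lines; the lower panel enlarges the region around the stop codon. The site at 945 lies within the coding sequence, those at 1286 and 1290 near its end, and those at 1356 and 1363 in the 3′ untranslated region.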

A was replaced with T in the 5 m^6^A sites (5′‐…TGGA^945^CTT…GGGA^1286^CAGA^1290^CAC…TAA…AGGA^1355^CTAGGAA^1362^CAA…‐3′) to generate a *G6pc* ^Δ^ *^5A^* mutant using PCR. DNA insertion was carried out using an In‐Fusion kit (Takar Bio, Cat#638 951). Primers were listed in Table S3 (Supporting Information). AAV8‐TBG‐Cre vector was from Addgene (Cat#107787‐AAV8). The other AAV vectors were generated in the lab.

### RNA‐seq

*Mettl14^f/f^* mice (8 weeks) were fed HFD for 10 weeks and injected with AAV8‐TBG‐Cre (Addgene #107 787) or AAV8‐TBG‐GFP (control) vector via tail vein (10^11^ viral particles per mouse). 8 weeks later, total RNA was extracted by RNeasy Mini Kit (Qiagen Cat#74 104) for RNA‐seq (BGI Genomics, Hong Kong, China). 

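The expected counts per gene were also fitted with DESeq2 version 1.42.0, using its own size factors and default filtering. At a fold change of at least 1.2 and an unadjusted p-value under 0.05, 1770 genes were higher and 1206 lower in the livers of mice labelled AAV8-TBG-Cre than in those labelled AAV8-TBG-GFP. With DESeq2's adjusted p-value under 0.05, 748 were higher and 409 lower. On simulated counts with the depth and spread of these libraries, 23.0% of the genes DESeq2 called by its adjusted p-value were false calls, against 9.47% for edgeR. At an unadjusted p-value under 0.05 the tools were alike there, with 4.68% of unchanged genes called by DESeq2 and 5.03% by edgeR. The simulation used edgeR's estimates of spread, changed 200 of 13431 genes and had no effect of the library name. A share of false calls depends on how many genes change, so 23.0% is not an estimate for the DESeq2 calls on these livers. In DESeq2, G6pc had a log2 fold change of -1.66 (adjusted p = 0.259). It narrowly missed the threshold above, since its unadjusted p-value of 0.0508 was not under 0.05. Mettl14 had an adjusted p-value of 0.466. The log2 fold changes of Pck1, Fasn and Acly were -0.25, -0.50 and -0.57 in DESeq2, with adjusted p-values of 0.748, 0.584 and 0.381.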

STAR, HTSeq, and DESeq2 software were used to analyze differentially expressed genes between *Mettl14^f/f^* and *Mettl14* ^Δ^ *^hep^* livers. The RNA‐seq data were deposited in the Gene Expression Omnibus (GSE290887).

### m^6^A Dot Blot Assay

Total RNA (1 µg) was spotted on N^+^ membrane, UV‐crosslinked using the auto‐crosslink programs by a XL‐1500 UV crosslinker (Spectrolinker, Westbury, New York), and immunoblotted with anti‐m^6^A antibody. The blots were stained with methylene blue to visualize total RNA. m^6^A levels were quantified and normalized to total RNA.

### m^6^A and METTL14 RIP Assays

Total RNA was extracted from the liver or primary hepatocytes using TRIzol reagents. RNA (10 µg) was incubated at 4 °C with antibodies to m^6^A or METTL14 (1 µL) for 2 h and then with protein‐A agarose beads (10 µL) for an additional 2 h (with rotations). The beads were washed with PBS, and RNA was extracted from the beads using Trizol reagent and used to measure *G6pc* mRNA by qPCR. m^6^A‐marked and METTL14‐bound *G6pc* and G6pc^Δ5A^ RNA were normalized to total *G6pc* and G6pc^Δ5A^ RNA inputs, respectively.

### MeRIP‐seq Dataset Analysis

Published liver MeRIP‐seq datasets generated from *Mettl14^f/f^* and *Mettl14* ^Δ^ *^hep^* mice (GSE185109) were analyzed.^[^ ^12^ ^]^ The reads were aligned to the mm9 reference genome with random chromosomes cleaned by HISAT2 (version 2.2.1) under the parameters ‐p 15‐dta‐no‐mixed‐no‐discordant.^[^ ^27^ ^]^ The uniquely aligned reads were retained, and PCR duplicates were removed using SAMtools (v1.16.1) fixmate and markdup.^[^ ^28^ ^]^ The RefSeq gene annotation files including G6pc were downloaded from the University of California, Santa Cruz (UCSC) browser. Genome coverage bigWig files for the aggregation plots were generated by the deepTools (version 3.5.1) bamCoverage tool with the parameters—normalizeUsing RPKM‐bs 10.^[^ ^29^ ^]^ Total m^6^A sites in *G6pc* mRNA were mapped using online database tool RM2Target and MeRIP‐seq datasets (Table S1, Supporting Information) were published.^[^ ^14^ ^]^

### RNA Stability Assay

Primary hepatocytes were isolated from *Mettl14* ^Δ^ *^hep^* and *Mettl14^f/f^* male littermates and treated with transcription inhibitor actinomycin D (5 µg mL^−1^) for various durations. Total RNA was extracted to measure *G6pc* mRNA levels by qPCR (normalized to *36B4* levels). Results were presented as % of baseline values (absence of actinomycin D treatment) and mRNA half‐life was calculated as previously described.^[^ ^30^ ^]^ Primary hepatocytes were isolated from C57BL/6J males and transduced with METTL14 or GFP adenoviral vectors. 24 h later, hepatocytes were treated with actinomycin D to measure *G6pc* mRNA decay.

### Ribosome Profiling

Primary hepatocytes were isolated from *Mettl14* ^Δ^ *^hep^* and *Mettl14^f/f^* male littermates, washed with ice‐cold PBS supplemented with cycloheximide (100 µg mL^−1^), and collected by centrifugation at 1000 × *g* for 5 min at 4 °C, and lysed in a lysis buffer: KCl (50 mm), Tris HCl (20 mm, pH 7.4), MgCl_2_ (10 mm), Triton X‐100 (1%), 1,4‐dithiothreitol (1 mm), sodium deoxycholate (0.5% w/v), cycloheximide (100 µg mL^−1^), Na_4_P_2_O_7_ (10 mm), benzamidine (1 mm), aprotinin (10 µg mL^−1^), leupeptin (10 µg mL^−1^), phenylmethylsulfonyl fluoride (1 mm), and RNasin. Hepatocyte extracts were centrifuged twice at 2000 × *g* for 5 min and at 13000 × *g* for 5 min. A 7–47% w/v sucrose gradient solution, containing KCl (50 mm), MgCl_2_ (10 mm), Tris HCl (20 mm, pH7.4) was prepared in an ultracentrifugation tube (Backman, 342 413) using a Gradient Maker (C.B.S. Scientific, GM‐20). Cell extracts (6 mL) were loaded on the top of sucrose gradient solution (6 mL) and ultracentrifuged at 260808 × *g* (39000 rpm, Beckman SW 41 rotor) for 90 min in the slow acceleration mode. Consecutive fractions (200 µL per fraction) were collected (total 60 fractions), and their optical absorbance (260 nm) was measured by Synergy 2 microplate reader (BioTek Instruments) to verify monosome and polysome separation. Fractions 1–12 were combined and defined as the monosome pool while fractions 13–60 were combined as the polysome pool. Total RNA was extracted from the two pools to measure individual transcript abundance by qPCR, and polysome‐bound/monosome‐bound mRNA ratios were calculated. Primary hepatocytes were isolated from C57BL/6J males and transduced with GFP or METTL14 adenoviral vectors, and ribosome profiling was conducted 48 h later.

### OPP‐Mediated Pulldown Assay

A previously‐described method was followed.^[^ ^7^ ^]^ Briefly, primary hepatocytes were isolated from *Mettl14* ^Δ^ *^hep^* and *Mettl14^f/f^* male littermates and incubated for 3 h at 37 °C with OPP (30 µm, Click Chemistry Tools, 1407‐5) in growth medium, washed with cold PBS, and lysed in a RIPA buffer. OPP‐tagged nascent proteins in hepatocyte extracts were conjugated with biotin using biotin picolyl azide (Click Chemistry Tools, 1167‐5) using a Click‐and‐Go protein reaction buffer Kit (Click Chemistry Tools, 1262) according to the manufacturer's instructions. The extracts were precipitated with five volumes of cold acetone overnight at −20 °C and centrifuged at 4000 *× g* at 4 °C for 10 min. The pellets were washed with cold methanol and resuspended in PBS containing SDS (1%). The suspension (500 µg proteins) was incubated with streptavidin magnetic beads (Click Chemistry Tools, 1497‐1) at 4 °C overnight with gentle rotations. The beads were washed with cold PBS containing NP40 (1%) and SDS (0.1%) and boiled in 2× Laemmli sample buffer for 10 min to elute OPP‐tagged nascent proteins. OPP‐tagged proteins were quantified by immunoblotting using the indicated antibodies. Primary hepatocytes were isolated from C57BL/6J males and transduced with METTL14 or GFP vectors. OPP assays were performed 24 h later.

### Statistical Analysis

Data were presented as means ± SEM. Differences between two groups were analyzed by 2‐tailed Student's *t*‐test. Comparisons between more than two groups were analyzed by one‐way ANOVA/Tukey's post hoc test using GraphPad Prism 9. Comparisons between two or more groups with more than one variable were analyzed by two‐way ANOVA/Šidák's post hoc test using GraphPad Prism 9. A *P* value less than 0.05 was considered statistically significant.

## Conflict of Interest

The authors declare no conflict of interest.

## Author Contributions

Q.Z. and X.Z. conducted the experiments; Q.Z., X.Z., Q.K., Z.Z., and L.R. analyzed the data; D.R. provided *Mettl14^f/f^* and *Ythdf2^f/f^* mice; Q.Z. and L.R. designed the experiments and wrote the paper; and Q.Z., X.Z., Q.K., D.R., Z.Z., Y.L., and L.R. edited the paper.

## Supporting information

Supporting Information

## Data Availability

The data that support the findings of this study are available in the supplementary material of this article.

# Supplementary material for: METTL14‐Induced M6A Methylation Increases G6pc Biosynthesis, Hepatic Glucose Production and Metabolic Disorders in Obesity
**Source:** Adv Sci (Weinh). 2025 Apr 25;12(22):2417355. doi: 10.1002/advs.202417355
**Supplement:** Supplementary file 1 — Supporting Information

## Supporting Information

for *Adv. Sci.*, DOI 10.1002/advs.202417355

METTL14-Induced M<sup>6</sup>A Methylation Increases G6pc Biosynthesis, Hepatic Glucose Production and Metabolic Disorders in Obesity

*Qiantao Zheng, Xiao Zhong, Qianqian Kang, Zhiguo Zhang, Decheng Ren, Yong Liu and Liangyou Rui\**

## **Supplementary Information**

### **METTL14-induced m<sup>6</sup>A methylation increases G6pc biosynthesis, liver glucose production and metabolic disorders in obesity**

Qiantao Zheng<sup>1,2</sup>, Xiao Zhong<sup>1,3</sup>, Qianqian Kang<sup>1,2</sup>, Zhiguo Zhang<sup>1,2</sup>, Decheng Ren<sup>4</sup>, Yong Liu<sup>5</sup>,  
Liangyou Rui<sup>1,2,6\*</sup>

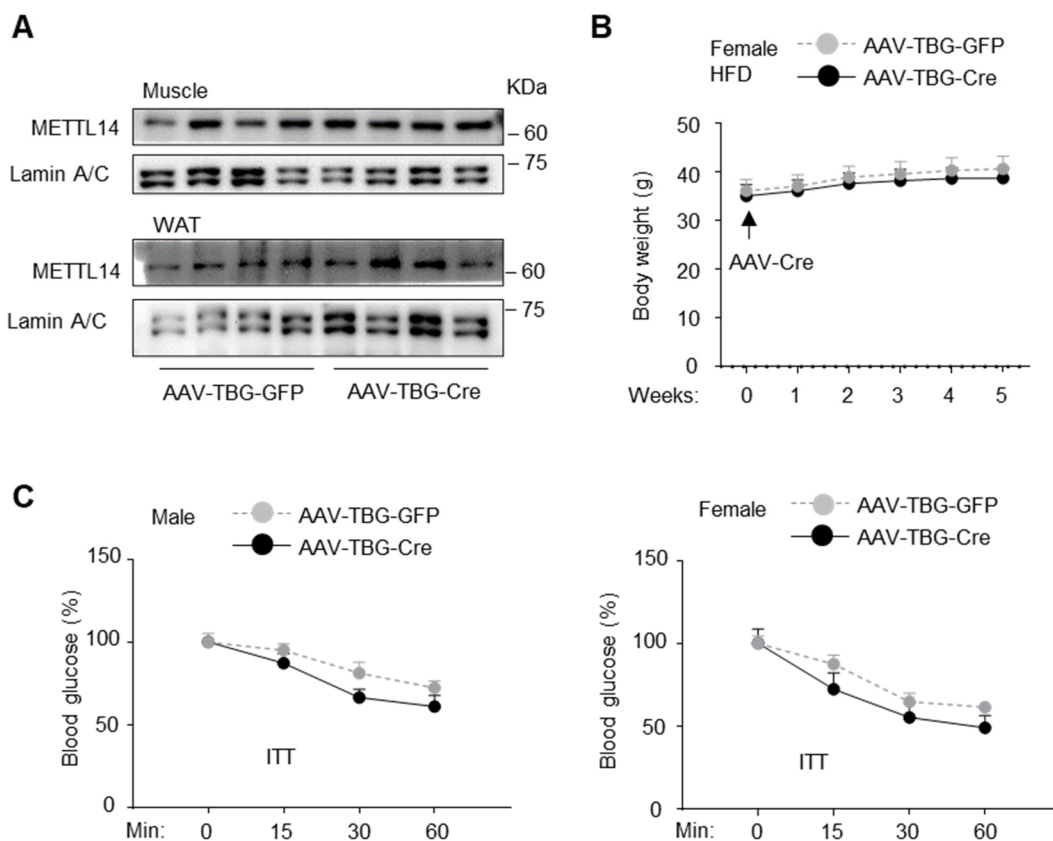

**Supplemental Figure 1. Adult-onset and hepatocyte-specific deletion of *Mettl14* does not alter body weight.** *Mettl14<sup>fl/fl</sup>* male and female males (8 weeks) were fed a HFD for 10 weeks and then transduced with AAV8-TBG-GFP or AAV8-TBG-Cre vector via tail vein injections. **(A)** Nuclear extracts from male skeletal muscle and WAT were immunoblotted with the indicated antibodies (6 weeks after AAV transduction). **(B)** Female body weight. **(C)** ITT (normalized to initial values) in 5 weeks after AAV transduction. Data are presented as mean  $\pm$  SEM.

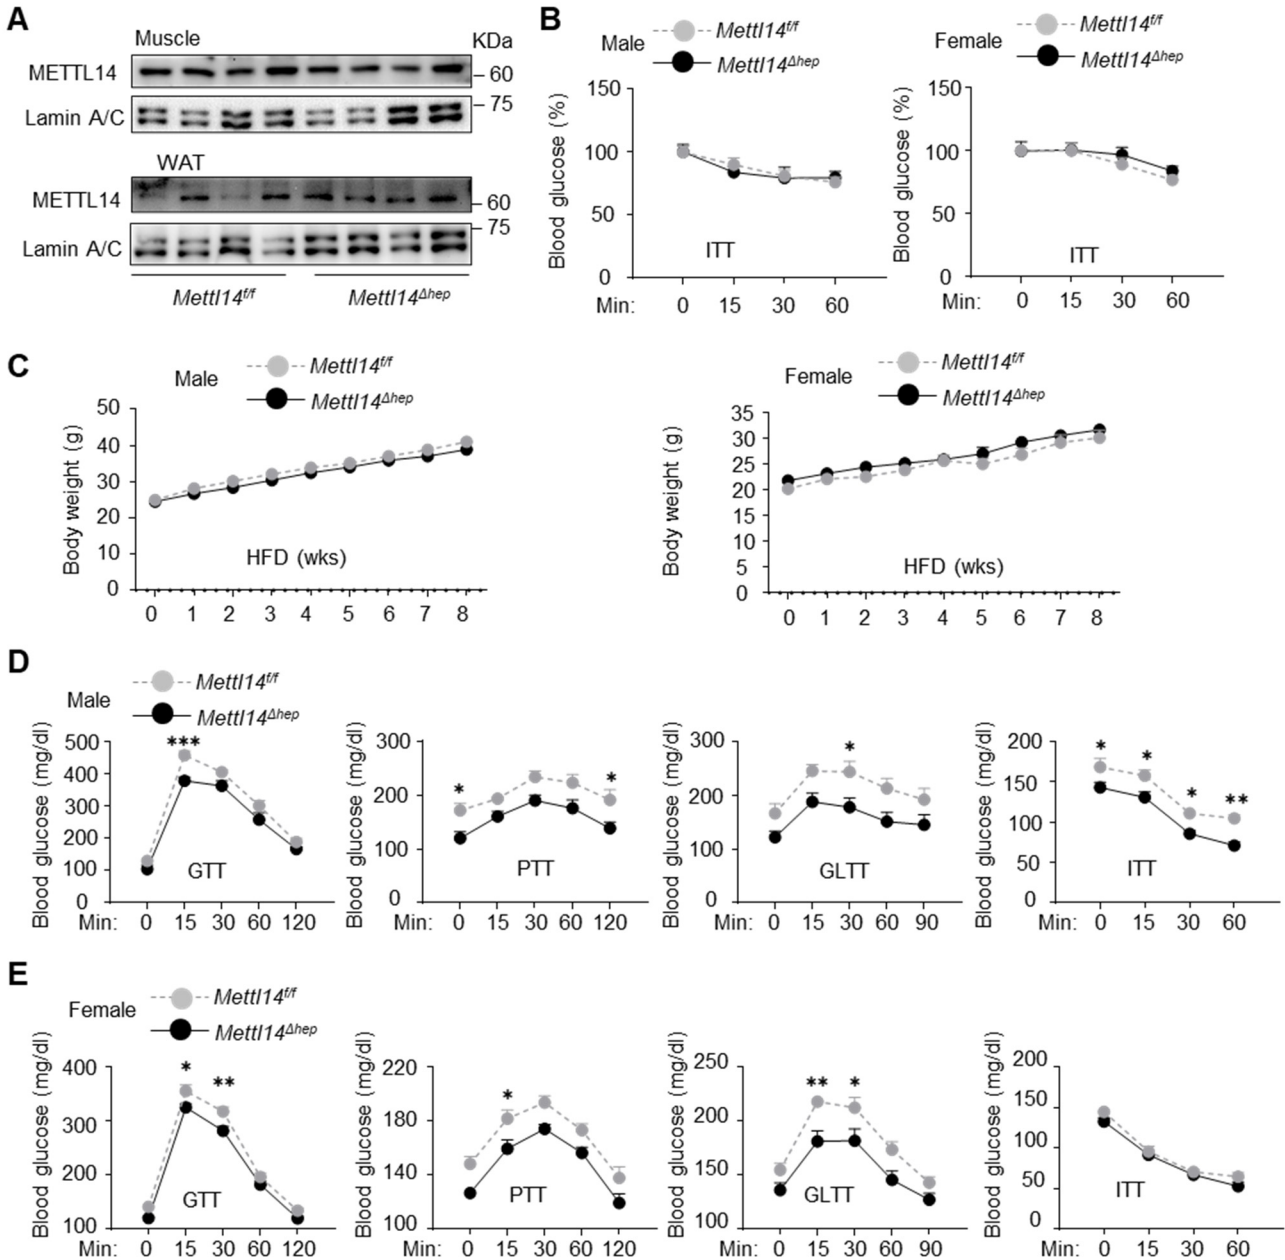

**Supplemental Figure 2. Embryonic and hepatocyte-specific deletion of *Mettl14* mitigates HFD-induced metabolic disorders.** (A) Nuclear extracts of skeletal muscle and WAT were immunoblotted with the indicated antibodies. (B) ITT at 9 weeks of age (on chow diet and normalized to initial values). Male: *Mettl14<sup>fl/fl</sup>*: n=12, *Mettl14<sup>Δhep</sup>*: n=10; female: n=12 per group. (C-E) *Mettl14<sup>fl/fl</sup>* and *Mettl14<sup>Δhep</sup>* male and female mice were fed a HFD at 10 weeks of age. (C) Body weight (male: n=10 per group; female: n=9 for *Mettl14<sup>fl/fl</sup>* and n=8 for *Mettl14<sup>Δhep</sup>*). (D-E) GTT, PTT, GLTT, and ITT were performed in male (D, n=9 for *Mettl14<sup>fl/fl</sup>* and n=8 for *Mettl14<sup>Δhep</sup>*) and female (E, for GTT and GLTT, n=10 for *Mettl14<sup>fl/fl</sup>* and n=9 for *Mettl14<sup>Δhep</sup>*, for PTT and ITT, n=12 for *Mettl14<sup>fl/fl</sup>* and n=10 for *Mettl14<sup>Δhep</sup>*) from 9 to 10 weeks post HFD. Data are presented as mean ± SEM. \*p<0.05, \*\*p<0.01, \*\*\*p<0.001, two-way ANOVA with Šidák's multiple-comparison test (D-E).

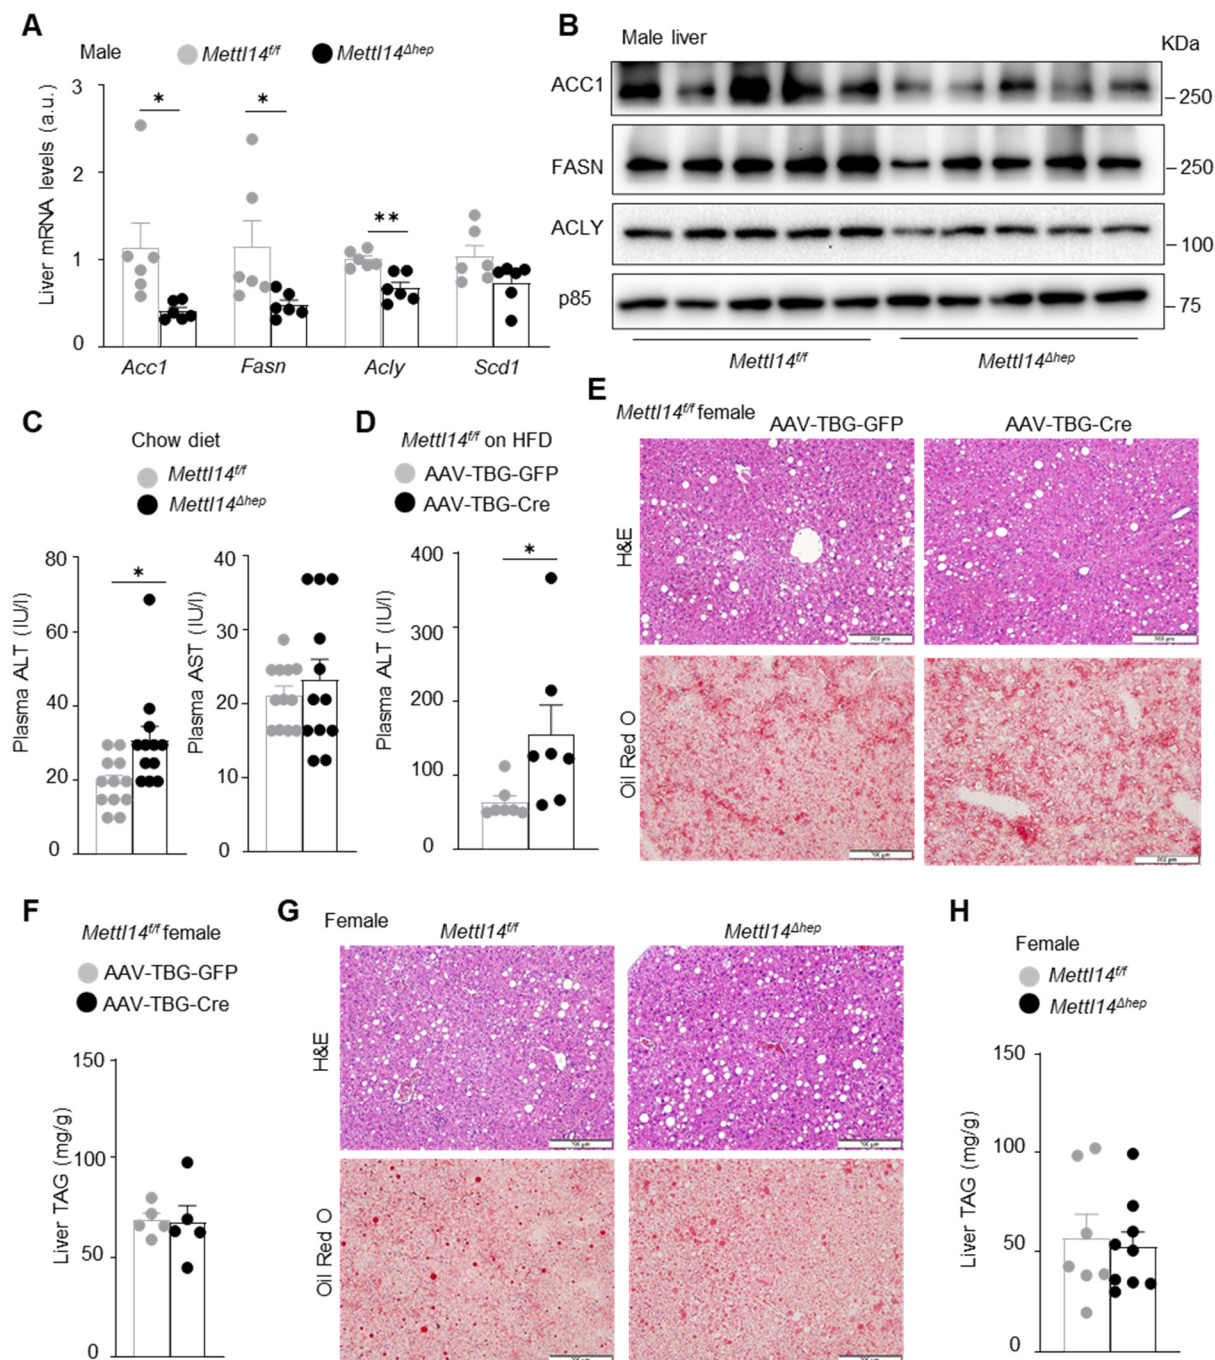

**Supplemental Figure 3. Hepatocyte-specific deletion of *Mettl14* ameliorates HFD-induced liver steatosis in males.** (A-B) *Mettl14<sup>ff</sup>* and *Mettl14<sup>Δhep</sup>* males (10 weeks) were fed a HFD for 10 weeks. (A) Liver mRNA levels were measured by qPCR and normalized to 36B4 levels (n=6 per group). (B) Liver extracts were immunoblotted with the indicated antibodies (n=5 per group). (C) Plasma ALT levels were measured between *Mettl14<sup>ff</sup>* and *Mettl14<sup>Δhep</sup>* males on chow diet (9 weeks) (n=12 per group). (D) *Mettl14<sup>ff</sup>* males (8 weeks) were fed a HFD for 10 weeks and then transduced with AAV8-TBG-GFP or AAV8-TBG-Cre vectors. Plasma ALT levels were measured 6 weeks later (n=7 per group). (E-F) *Mettl14<sup>ff</sup>* females (8 weeks) were fed a HFD for 10 weeks

and then transduced with AAV8-TBG-GFP or AAV8-TBG-Cre vectors. **(E)** Representative H&E and Oil red O staining of liver sections (>3 pairs). Scale bar: 200  $\mu$ m. **(F)** Liver TAG levels (normalized to liver weight, n=6 per group). **(G-H)** *Mettl14<sup>fl/fl</sup>* and *Mettl14<sup>Δhep</sup>* females (10 weeks) were fed a HFD for 10 weeks. **(G)** Representative H&E and Oil red O staining of liver sections (>3 pairs). **(H)** Liver TAG levels (normalized to liver weight, n=6 per group). \*p<0.05, two-sided unpaired *t*-test.

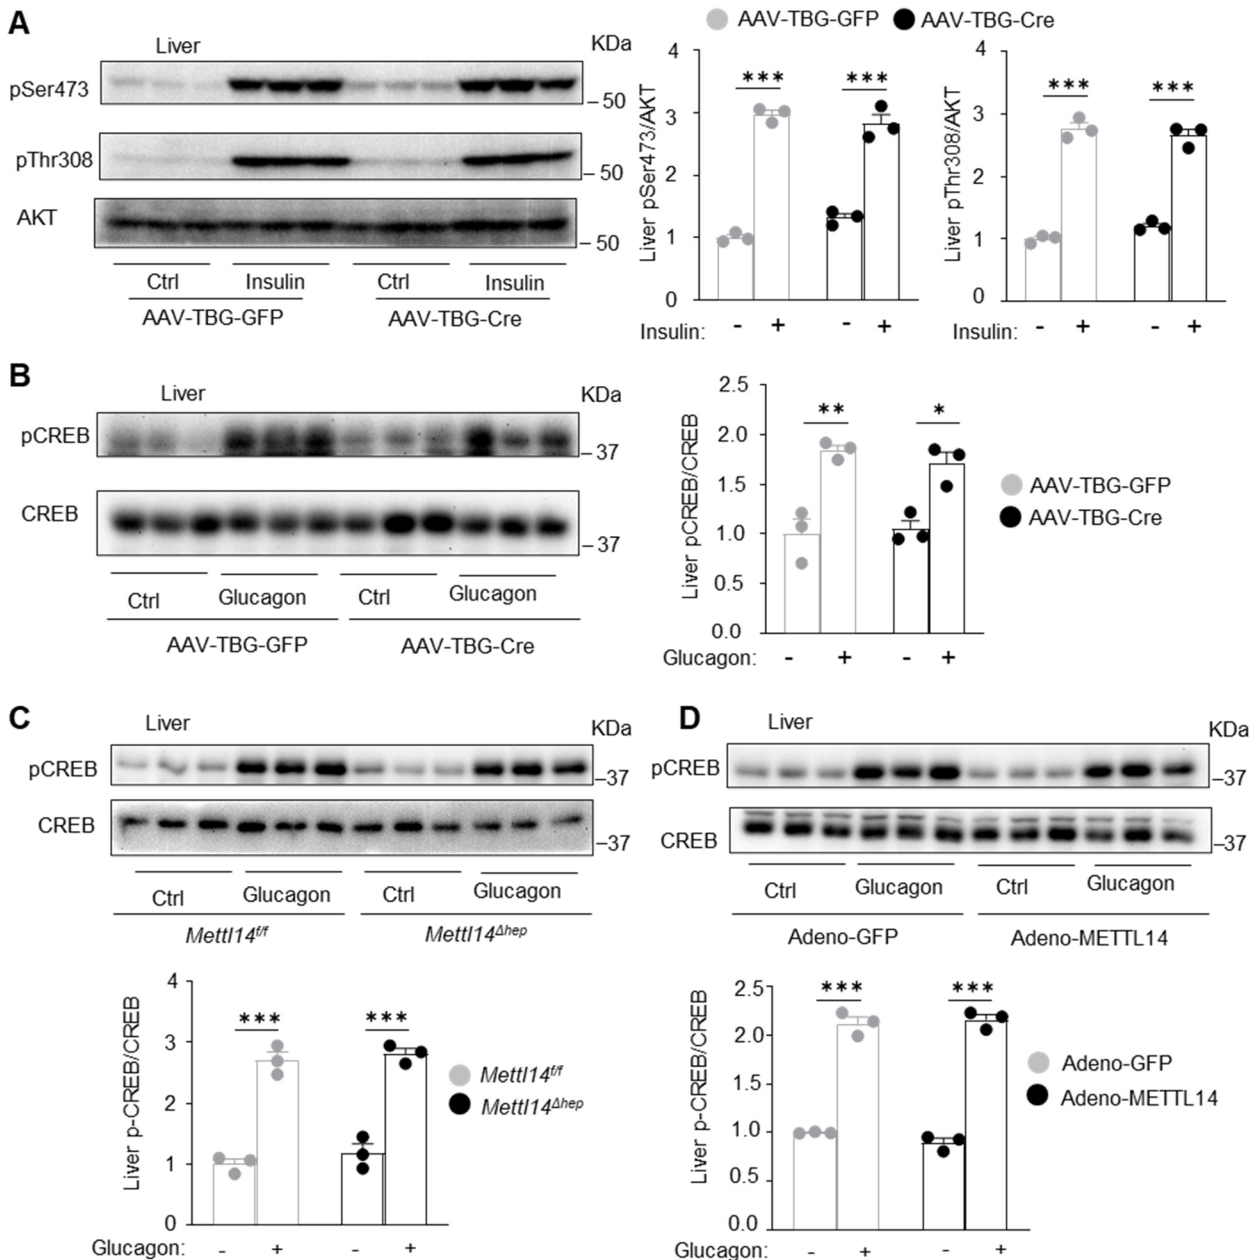

**Supplemental Figure 4. METTL14 does not directly alter insulin and glucagon signaling.** **(A-B)** *Mettl14<sup>fl/fl</sup>* male mice were fed HFD for 10 weeks and then transduced with AAV8-TBG-Cre or AAV8-TBG-GFP vectors. Six weeks later (on HFD), mice were fasted overnight and

stimulated with insulin (1 unit/kg) for 5 min or with glucagon (15 µg/kg) for 15 min. Liver extracts were immunoblotted with the indicated antibodies. Phosphorylation of AKT or CREB was normalized to total AKT or CREB levels, respectively (n=3 mice per group). **(C)** *Mettl14<sup>fl/fl</sup>* and *Mettl14<sup>Δhep</sup>* mice were fed an HFD for 10 weeks, fasted overnight, and stimulated with glucagon. Liver CREB phosphorylation was assessed by immunoblotting. **(D)** C57BL/6J male mice (on chow diet) were transduced with GFP or METTL14 adenoviral vectors. Two weeks later, mice were fasted overnight and stimulated with glucagon (15 µg/kg) for 15 min. Liver extracts were immunoblotted with the indicated antibodies. Phosphorylation of CREB was normalized to total CREB levels (n=3 mice per group). Data are presented as mean ± SEM. \*p<0.05, \*\*p<0.01, \*\*\*p<0.001, two-way ANOVA with Šidák's multiple-comparison test.

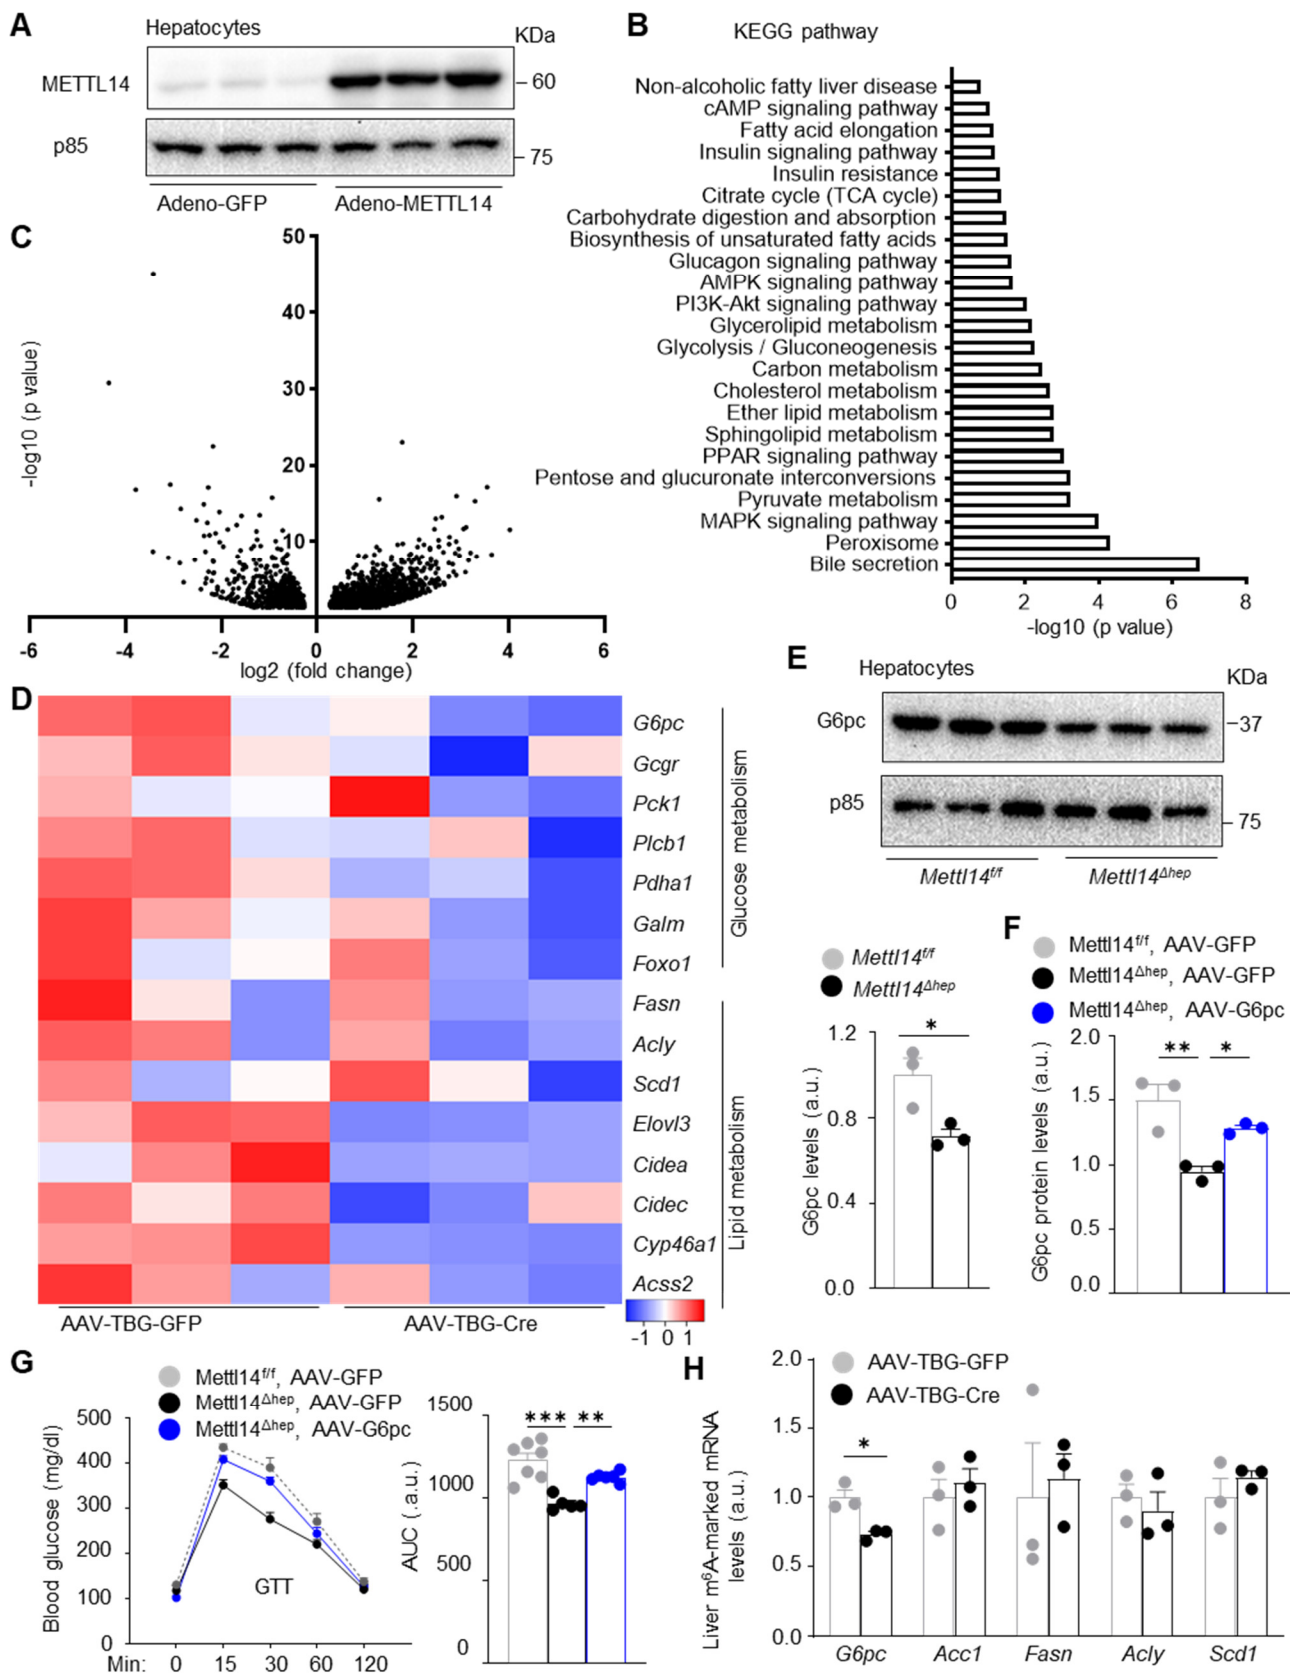

**Supplemental Figure 5. METTL14 promotes HGP through G6pc. (A)** C57BL/6J mouse primary hepatocytes were transduced with METTL14 or GFP adenoviral vectors for 48 h. Cell extracts were immunoblotted with antibodies against METTL14 or p85 (loading control). **(B-D)** *Mettl14<sup>ff</sup>* male mice were fed HFD for 10 weeks, and then transduced with AAV8-TBG-Cre (n=3) or AAV8-TBG-GFP vectors (n=3). Eight weeks later, livers were isolated for RNA-seq analysis. **(B)** KEGG pathways based on GO analyses of upregulated and downregulated genes. **(C)** A volcano plot of the upregulated and downregulated genes. *G6pc* transcript was marked. **(D)** Gene expression heatmap. **(E)** Primary hepatocytes were purified from *Mettl14<sup>ff</sup>* and *Mettl14<sup>Δhep</sup>* mice at 9 weeks of age. Hepatocyte extracts were immunoblotted with antibodies against G6pc and p85. G6pc levels were normalized to p85 levels (n=3 mice per group). **(F-G)**. Males (8 wks old) were transduced with the indicated AAV vectors and fed a normal chow diet. **(F)** Liver extracts were immunoblotted with anti-G6pc antibody. G6pc levels were normalized to p85 levels (n=3 mice per group). **(G)** GTT was performed 4 wks after AAV transduction. *Mettl14<sup>ff</sup>*, AAV-GFP: n=7, *Mettl14<sup>Δhep</sup>*, AAV-GFP: n=5, *Mettl14<sup>Δhep</sup>*, AAV-G6pc: n=6. AUC: area under curve. a.u.: arbitrary unit. **(H)** *Mettl14<sup>ff</sup>* males were fed a HFD for 10 weeks and then transduced with AAV8-TBG-GFP or AAV8-TBG-Cre vectors. Six weeks later, m<sup>6</sup>A levels in *G6pc*, *Acc1*, *Fasn*, *Acly* and *Scd1* transcripts were measured in the liver using m<sup>6</sup>A-RIP (n=3 mice per group). Data are presented as mean ± SEM. \*p<0.05, \*\*p<0.01, \*\*\*p<0.001, two-sided unpaired *t*-test (**E**, **H**) and one-way ANOVA with Tukey's multiple-comparison test (**F-G**).

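The heatmap of Figure S5D lists 15 genes, and all 15 had a negative log2 fold change in the libraries labelled AAV8-TBG-Cre. In edgeR's quasi-likelihood test 7 of them had an unadjusted p-value under 0.05 and 3 an adjusted p-value under 0.05 over all genes tested. When adjusted over the list alone, 6 passed, which is not independent evidence because the study chose the list on these samples. The 3 genes were Elovl3, Cidea and Cyp46a1. Elovl3, a fatty acid elongase gene, fell from 63.4 ± 10.9 CPM (SD, n = 3 mice) to 13.6 ± 3.20 (SD, n = 3), a log2 fold change of -2.22 (adjusted p = 0.0149 from edgeR). Cyp46a1 had a log2 fold change of -2.36 (adjusted p = 0.0184 from edgeR); Cidea, a lipid droplet protein gene, had an adjusted p-value of 0.033. Among the glucose metabolism genes, Pdha1 had the smallest p-value, with a log2 fold change of -0.56 (standard error 0.11, adjusted p = 0.0581 from edgeR), followed by Plcb1 (-0.51) and Galm (-0.53). Foxo1, Gcgr, Scd1, Cidec and Acss2 had adjusted p-values of 0.343, 0.332, 0.802, 0.241 and 0.300 in edgeR. The number of the 15 genes with an unadjusted p-value under 0.05 was 12 without AAV8-TBG-Cre replicate 1 and 4 without AAV8-TBG-GFP replicate 1. With the form of the library name as a covariate it was 9. Scd1 had a log2 fold change of 0.13 without AAV8-TBG-Cre replicate 3. From the lower G6pc mRNA in the volcano plot and heatmap, the paper went on to measure liver G6pc mRNA by qPCR and G6pc protein by immunoblotting. It then restored G6pc in the livers of Mettl14Δhep mice, where blood glucose in PTT and GLTT rose to the levels of Mettl14f/f mice, and from these results together the paper concludes that there is a METTL14/G6pc/HGP axis.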

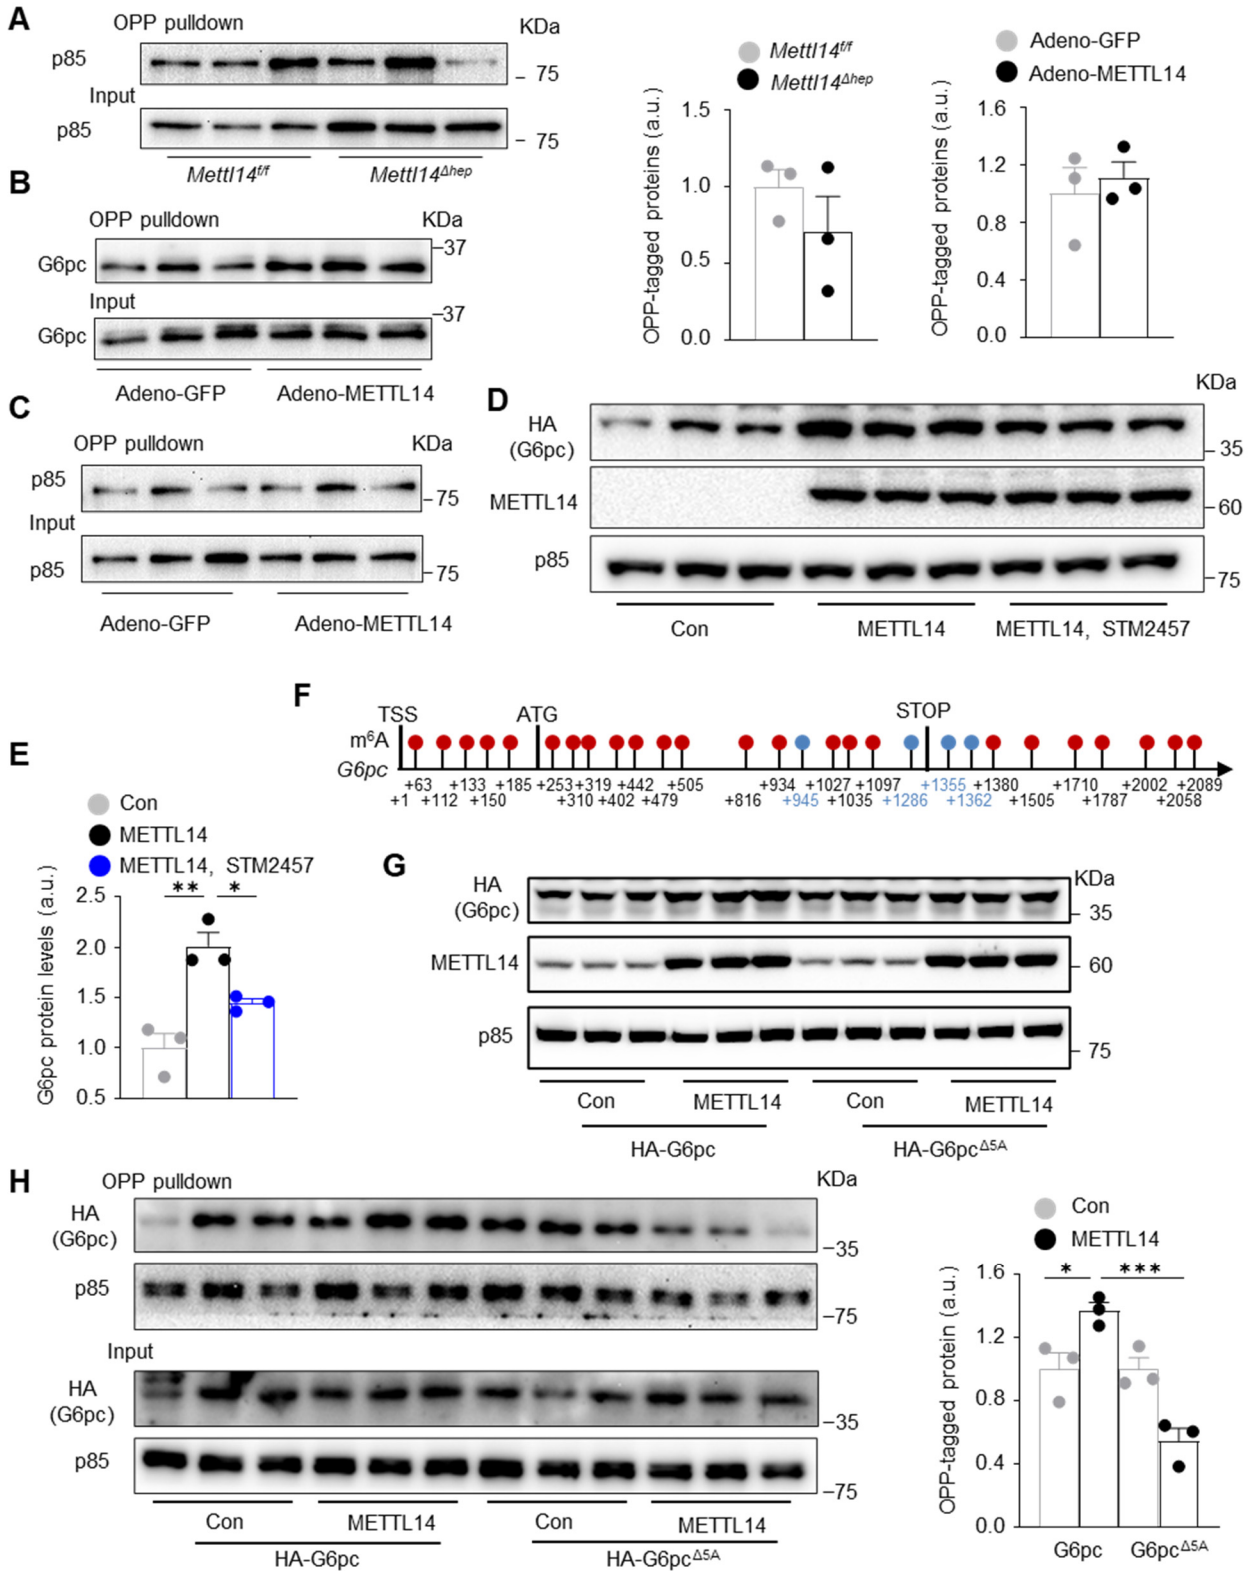

**Supplemental Figure 6. METTL14 m<sup>6</sup>A-dependently increases G6pc biosynthesis.** (A) Primary hepatocytes were isolated from *Mettl14<sup>fl/fl</sup>* and *Mettl14<sup>Δhep</sup>* males at 8 weeks of age. Newly-synthesized and OPP-tagged p85 protein was measured by anti-p85 antibody in OPP

assays and normalized to p85 input (n=3 mice per group). **(B)** Primary hepatocyte culture (C57BL/6J males) was transduced with METTL14 or GFP adenoviral vectors for 24 h and subjected to OPP assays (normalized to G6pc input, n=3 per group). **(C)** Primary hepatocyte cultures were prepared from C57BL/6J males and transduced with METTL14 or GFP adenoviral vectors for 24 h. Newly-synthesized and OPP-tagged p85 protein was measured by anti-p85 antibody in OPP assays and normalized to p85 input (n=3 mice per group). **(D-E)** Huh7 hepatocytes were cotransfected with *METTL14* and *G6pc* plasmids. 12 h later, cells were treated with STM2457 (5  $\mu$ g/ml) (DMSO as control) for 36 h. Cell extracts were immunoblotted with anti-HA antibody. HA-G6pc levels were normalized to p85 levels (n=3 per group). **(F)** The m<sup>6</sup>A sites in *G6pc* mRNA. The number indicate the m<sup>6</sup>A position (TSS: +1). Blue color shows the mutated m<sup>6</sup>A in *G6pc* <sup>$\Delta$ 5A</sup> mRNA. TSS: transcription start site. **(G)** Huh7 hepatocytes were cotransfected with *METTL14* and *G6pc* or *G6pc* <sup>$\Delta$ 5A</sup> plasmids for 2 days, and cell extracts were immunoblotted with the indicated antibodies. **(H)** Huh7 hepatocytes were cotransfected with *METTL14* and *HA-G6pc* or *HA-G6pc* <sup>$\Delta$ 5A</sup> plasmids. 36 h later, OPP assays were performed to measure G6pc translation. OPP-marked G6pc levels were normalized to inputs (n=3 per group). Data are presented as mean  $\pm$  SEM. \*p<0.05, \*\*p<0.01, \*\*\*p<0.001, one-way ANOVA with Tukey's multiple-comparison test.

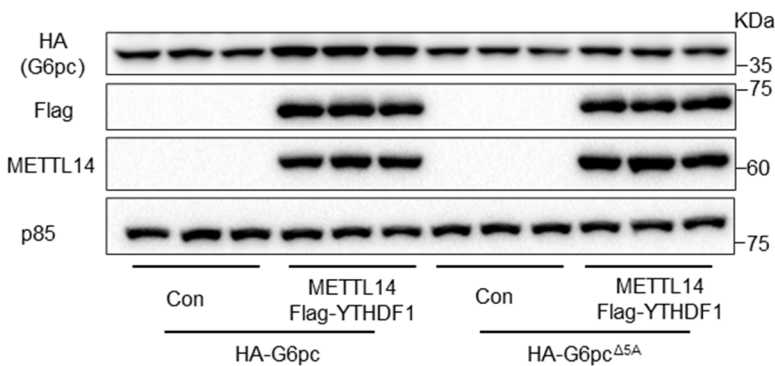

**Supplemental Figure 7. YTHDF1 m<sup>6</sup>A-dependently increases G6pc synthesis.** Huh7 cells were cotransfected with *METTL14*, *YTHDF1* and *HA-G6pc* or *HA-G6pc* <sup>$\Delta$ 5A</sup> plasmids for 2 days, and cell extracts were immunoblotted with the indicated antibodies.

| Target gene | Modification type | Genomic location   | Source | Support datasets                                       |
|-------------|-------------------|--------------------|--------|--------------------------------------------------------|
| G6pc        | m6A               | chr11:101258448(+) | RMBase | <a href="#">GSM908344</a>                              |
| G6pc        | m6A               | chr11:101258497(+) | RMBase | <a href="#">GSM908344</a>                              |
| G6pc        | m6A               | chr11:101258518(+) | RMBase | <a href="#">GSM908344</a>                              |
| G6pc        | m6A               | chr11:101258535(+) | RMBase | <a href="#">GSM908344</a>                              |
| G6pc        | m6A               | chr11:101258570(+) | RMBase | <a href="#">GSM1828595</a> , <a href="#">GSM908344</a> |

|      |     |                     |        |                                                        |
|------|-----|---------------------|--------|--------------------------------------------------------|
| G6pc | m6A | chr11:101258638(+)  | RMBase | <a href="#">GSM1828595</a> , <a href="#">GSM908344</a> |
| G6pc | m6A | chr11:101258695(+)  | RMBase | <a href="#">GSM1828595</a> , <a href="#">GSM908344</a> |
| G6pc | m6A | chr11:101258704(+)  | RMBase | <a href="#">GSM1828595</a> , <a href="#">GSM908344</a> |
| G6pc | m6A | chr11:101258787(+)  | RMBase | <a href="#">GSM908344</a>                              |
| G6pc | m6A | chr11:101258827(+)  | RMBase | <a href="#">GSM908344</a>                              |
| G6pc | m6A | chr11:101261543(+)  | RMBase | <a href="#">GSM908344</a>                              |
| G6pc | m6A | chr11:101261569(+)  | RMBase | <a href="#">GSM908344</a>                              |
| G6pc | m6A | chr11:101267130(+)  | RMBase | <a href="#">GSM908344</a>                              |
| G6pc | m6A | chr11:101267248(+)  | RMBase | <a href="#">GSM1828595</a> , <a href="#">GSM908344</a> |
| G6pc | m6A | chr11:101267259(+)* | RMBase | <a href="#">GSM1828595</a> , <a href="#">GSM908344</a> |
| G6pc | m6A | chr11:101267341(+)  | RMBase | <a href="#">GSM1828595</a> , <a href="#">GSM908344</a> |
| G6pc | m6A | chr11:101267349(+)  | RMBase | <a href="#">GSM1828595</a> , <a href="#">GSM908344</a> |
| G6pc | m6A | chr11:101267411(+)  | RMBase | <a href="#">GSM908344</a>                              |
| G6pc | m6A | chr11:101267600(+)* | RMBase | <a href="#">GSM1828595</a> , <a href="#">GSM908344</a> |
| G6pc | m6A | chr11:101267670(+)* | RMBase | <a href="#">GSM1828595</a> , <a href="#">GSM908344</a> |
| G6pc | m6A | chr11:101267677(+)* | RMBase | <a href="#">GSM1828595</a> , <a href="#">GSM908344</a> |
| G6pc | m6A | chr11:101267695(+)  | RMBase | <a href="#">GSM1828595</a> , <a href="#">GSM908344</a> |
| G6pc | m6A | chr11:101267820(+)  | RMBase | <a href="#">GSM1828595</a> , <a href="#">GSM908344</a> |
| G6pc | m6A | chr11:101268025(+)  | RMBase | <a href="#">GSM1828595</a>                             |
| G6pc | m6A | chr11:101268102(+)  | RMBase | <a href="#">GSM1828595</a>                             |
| G6pc | m6A | chr11:101268317(+)  | RMBase | <a href="#">GSM1828595</a> , <a href="#">GSM908344</a> |
| G6pc | m6A | chr11:101268373(+)  | RMBase | <a href="#">GSM1828595</a> , <a href="#">GSM908344</a> |
| G6pc | m6A | chr11:101268404(+)  | RMBase | <a href="#">GSM1828595</a> , <a href="#">GSM908344</a> |

**Table S1. Liver m<sup>6</sup>A-seq datasets and RM2Target analysis.** \* Also identified by the SRAMP Prediction Server.

| ANTIBODY | SOURCE   | Cat#      | Blot   |
|----------|----------|-----------|--------|
| METTL3   | ABclonal | A8370     | 1:2000 |
| METTL14  | Sigma    | HPA038002 | 1:2000 |
| WTAP     | ABclonal | A14695    | 1:1000 |

|                  |                           |            |        |
|------------------|---------------------------|------------|--------|
| m <sup>6</sup> A | Cell Signaling Technology | 56593      | 1:2000 |
| pAKT (pThr308)   | Cell Signaling Technology | 2965       | 1:2000 |
| pAKT (pSer473)   | Cell Signaling Technology | 4060       | 1:2000 |
| AKT              | Cell Signaling Technology | 2920       | 1:2000 |
| pCREB            | Cell Signaling Technology | 9198       | 1:2000 |
| CREB             | Cell Signaling Technology | 4820       | 1:2000 |
| G6PC             | ABclonal                  | A21168     | 1:1000 |
| p85              | Home made                 | N/A        | 1:5000 |
| Lamin A/C        | Cell Signaling Technology | 4777       | 1:2000 |
| ACC1             | Cell Signaling Technology | 3676       | 1:2000 |
| FASN             | Cell Signaling Technology | 3180       | 1:2000 |
| ACLY             | Cell Signaling Technology | 4332       | 1:2000 |
| SCD1             | Cell Signaling Technology | 2794       | 1:2000 |
| HA               | Home made                 | N/A        | 1:2000 |
| Flag             | Sigma                     | F1804      | 1:5000 |
| FTO              | Abcam                     | Ab94482    | 1:2000 |
| ALKBH5           | Proteintech Group         | 16837-1-AP | 1:1000 |
| YTHDF1           | ABclonal                  | A23773     | 1:2000 |
| YTHDF2           | Cell Signaling Technology | 71283      | 1:2000 |
| YTHDF3           | ABclonal                  | A8395      | 1:2000 |

**Table S2. Antibody list**

| Genes                          | Forward                                        | Reverse               |
|--------------------------------|------------------------------------------------|-----------------------|
| <i>Mettl3</i>                  | AGCAGGACTCTGGGCACTT                            | GCTTAGGGCCGCTAGAGGTA  |
| <i>36B4</i>                    | AAGCGCGTCCTGGCATTGTCT                          | CCGCAGGGGCAGCAGTGGT   |
| <i>Mettl14</i>                 | GCTTGCGAAAGTGGGGTTAC                           | AATGAAGTCCCCGTCTGTGC  |
| <i>Wtap</i>                    | GCTTTGGAGGGAAAGTACAC                           | CATCTCCTGCTCTTTGGTTG  |
| <i>Fto</i>                     | AGAACCTGGTGGACAGGTCA                           | CTGGTGTCTCGATGTCCCAA  |
| <i>Alkbh5</i>                  | CTTTGCTTCGGCTGCAAGTT                           | AATGTCCTGAGGCCGTATGC  |
| <i>Acc1</i>                    | CAGGGACTATGTCCTGAAGCA                          | GGAATCCATTGTGGAGAGGA  |
| <i>Fasn</i>                    | TTGACGGCTCACACACCTAC                           | CGATCTTCCAGGCTCTTCAG  |
| <i>Acly</i>                    | CCTCAAGGACTTCGTCAAACA                          | GCCCATACTCCTTCCTAGCAC |
| <i>Scd1</i>                    | AGGTGCCTCTTAGCCACTGA                           | CCAGGAGTTTCTTGGGTTGA  |
| <i>G6pc</i>                    | CCGGTGTTTGAACGTCATCT                           | CAATGCCTGACAAGACTCCA  |
| <i>Gcgr</i>                    | CACCCTCTGCCCAGGTAATG                           | GCAGGAAATGTTGGCAGTGG  |
| <i>Pck1</i>                    | ATCATCTTTGGTGGCCGTAG                           | ATCTTGCCCTTGTGTTCTGC  |
| <i>Pdk4</i>                    | GCTTGCCAATTTCTCGTCTC                           | CCTGCTTGGGATACACCAGT  |
| Cloning Primers                | Sequences                                      |                       |
| <i>G6pc</i> <sup>Δ5A</sup> -1F | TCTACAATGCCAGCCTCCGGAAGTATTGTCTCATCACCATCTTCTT |                       |
| <i>G6pc</i> <sup>Δ5A</sup> -2R | GTGTGACTGACCCAGGATCCGGGCTAGGC                  |                       |
| <i>G6pc</i> <sup>Δ5A</sup> -3F | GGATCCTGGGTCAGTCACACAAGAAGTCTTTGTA             |                       |
| <i>G6pc</i> <sup>Δ5A</sup> -4R | TTGATCCTAGACCTTTGCATGGCGGTTGAC                 |                       |
| <i>G6pc</i> <sup>Δ5A</sup> -5F | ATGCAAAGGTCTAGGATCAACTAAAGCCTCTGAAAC           |                       |

|                                |                                              |
|--------------------------------|----------------------------------------------|
| <i>G6pc</i> <sup>Δ5A</sup> -6R | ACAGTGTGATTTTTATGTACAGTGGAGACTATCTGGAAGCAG   |
| <i>G6pc</i> <sup>Δ5A</sup> -7F | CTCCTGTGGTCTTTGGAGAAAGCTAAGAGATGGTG          |
| <i>G6pc</i> <sup>Δ5A</sup> -8R | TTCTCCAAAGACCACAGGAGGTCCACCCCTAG             |
| <i>G6pc</i> -cloning-F         | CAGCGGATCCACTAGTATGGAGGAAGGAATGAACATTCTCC    |
| <i>G6pc</i> -cloning-R         | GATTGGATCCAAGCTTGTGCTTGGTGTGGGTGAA           |
| <i>YTHDF1</i> -cloning-F       | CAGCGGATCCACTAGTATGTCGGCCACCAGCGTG           |
| <i>YTHDF1</i> -cloning-R       | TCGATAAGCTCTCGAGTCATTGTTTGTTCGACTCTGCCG      |
| <i>YTHDF3</i> -cloning-F       | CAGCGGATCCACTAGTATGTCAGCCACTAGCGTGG          |
| <i>YTHDF3</i> -cloning-R       | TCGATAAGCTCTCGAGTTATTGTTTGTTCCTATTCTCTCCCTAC |

**Table S3. Primer list**

How the deposited data were processed for this re-analysis (not part of the article)

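Bulk RNA-seq was measured in the livers of 6 Mettl14f/f male mice on HFD, 3 transduced with AAV8-TBG-Cre and 3 with AAV8-TBG-GFP. Samples were grouped by the vector in the sample labels and the legend of Figure S5. The methods describe the comparison by genotype, while the labels, the results and the legend describe it by vector.

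The authors deposited an expected count per transcript for each liver, an estimate of the number of fragments that need not be whole, without normalization. The authors also deposited FPKM per transcript and per gene, which scale the fragments by transcript length and by the mapped fragments of the library and are rounded to 2 decimals. The paper's methods name STAR, HTSeq and DESeq2 without versions. The genome build and annotation are not named there. The transcripts carry RefSeq identifiers and the genes NCBI gene IDs, and transcripts without an assigned fragment are left out of the files. Symbols altered by a spreadsheet occur in the gene table, so genes were joined by NCBI gene ID. Older symbols were matched through a table of mouse gene names of assembly GRCm38.p6, which served for names only.

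Expected counts were summed per gene and rounded to whole numbers. The total per library lay between 20356440 and 21010508, and no pair of libraries of a group was alike within sampling noise (smallest chi-square per gene, 26.5). The main test was the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with TMM normalization, filterByExpr and the vector as the only factor. Genes were called at the paper's threshold, an unadjusted p-value under 0.05 and a fold change of at least 1.2, and separately at a Benjamini-Hochberg adjusted p-value under 0.05. Standard errors of log2 fold changes were derived from the quasi-F statistic. With 3 mice per group, the smallest p of an exact two-sided permutation test is 0.1. CPM values carry counting error, which is large for genes near 1 CPM, and intervals between mice are given as SD.

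The steps were tested on simulated counts with the means, library sizes and spread of these 6 libraries. The spread was edgeR's own estimate and no effect of the library name was simulated, so the shares below need not hold for the real libraries. Of 198 changed genes among 13270 tested, edgeR recovered 86.9% at an adjusted p-value under 0.05, and 9.47% of its calls were false. DESeq2 recovered 90.5% of 200 changed genes among 13431 tested, with 23.0% false calls, and limma on log2(FPKM + 1) recovered 85.6% of 188 changed genes among 12007 tested, with 8% false calls.

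The text names every gene the paper names for this experiment or in its primer list, the 5 largest increases and the 5 largest decreases among genes with an adjusted p-value under 0.05, a mean log2 level of at least 1 and no overlap between groups, the 3 smallest p-values in each direction, and sex-linked genes as a check of the labels. The list written for this rule left out Rplp0 (36B4 in the primer list), which was added after its values were seen. Genes named beyond the rule are marked where they were chosen after their values were seen. The rule, the tests and the alternatives were set before the data were examined, except where the text says otherwise.

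Gene lists were tested with camera in limma 3.58.1 (preset correlation 0.01), with fry and with an estimated correlation beside it. The lists covered gluconeogenesis, lipogenesis, cholesterol synthesis, PPARα targets of fatty acid oxidation, the circadian clock, p53 targets, interferon response, acute phase, fibrosis and injury, proliferation, erythroid genes, sex-linked genes, male-biased and female-biased liver genes, m6A writers, erasers and readers, the glucose and the lipid genes of Figure S5D, and markers of hepatocytes, macrophages and Kupffer cells, stellate cells and fibroblasts, endothelial cells, cholangiocytes, T and NK cells, B cells and neutrophils. Lists of adipocyte genes and of PPARγ steatosis genes were added after the data were seen. The KEGG pathways of Figure S5B were not analysed here, and GO biological process terms with 10 to 500 tested genes were used in their place with a one-sided Fisher's exact test.

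The alternatives were DESeq2 1.42.0, RLE and upper quartile normalization in edgeR, no filter on low counts, at least 10 counts in every library, the replicate number as a block, the form of the library name as a covariate, limma on log2(FPKM + 1) or log2(FPKM + 0.1) for genes with an FPKM of at least 0.5 in at least 3 libraries, limma on log2(FPKM + 1) without that filter, a fold threshold of 1.5, and leaving out each mouse in turn. A correction for GC content and transcript length and a fit without the 10 most abundant genes were added later. GC content and length were matched for 88.8% of the genes. The m6A sites of the G6pc mutant were located in the GENCODE vM1 transcript on NCBIM37 by their flanking sequence. No sample was left out.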

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

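Of the tests in this part, the test for a female mouse and the comparison with endothelial and other cell markers were chosen only after the result was seen. The same holds for the GC content and length correction and the fit without the 10 most abundant genes.

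Markers of cholangiocytes, the epithelial cells of bile ducts, rose in the libraries labelled AAV8-TBG-Cre, in a part of the transcriptome the paper does not report on. All 9 markers tested had a positive log2 fold change, with a median of 2.39 (adjusted p = 2e-07 with limma's camera, 0.043 with fry and 0.49 with an estimated correlation between genes). Of the 9 markers, Cldn4, Spp1 and Sox9 had an adjusted p-value under 0.05 in edgeR. Krt19, Krt7, Epcam and Sox9 were named as markers beforehand, and Spp1 after its value was seen. Spp1, the most abundant, rose from 66.8 ± 26.1 CPM (SD) to 324 ± 121 and also stands in the list of fibrosis genes. Sox9 rose from 9.09 ± 1.56 to 28.1 ± 9.52, Epcam from 1.98 ± 1.28 to 12.7 ± 6.37, Krt19 from 1.11 ± 0.668 to 6.29 ± 3.52 and Krt7 from 0.701 ± 0.436 to 3.70 ± 1.72. The AAV8-TBG-GFP livers also expressed 6 of the 9 markers at 1 CPM or more. The median was 1.94 without AAV8-TBG-Cre replicate 2 and at most 2.97, without AAV8-TBG-GFP replicate 1, and 2.23 with the form of the library name as a covariate. On the FPKM scale with limma it was 1.45 with a pseudocount of 1, 1.33 with that pseudocount and no filter, and 2.40 with a pseudocount of 0.1. It was 2.37 after the GC content and length correction and 2.39 without the 10 most abundant genes, so neither trend accounts for it. A lower share of hepatocytes would raise the markers of all other cell types alike, but the median of the endothelial markers was -0.26. It was below 0 under every alternative run, from -0.47 without AAV8-TBG-GFP replicate 3 to -0.041 on log2(FPKM + 1). It was -0.15 without AAV8-TBG-GFP replicate 1 or 2. Macrophage and Kupffer cell markers did rise, with a median of 0.75 that was positive under every alternative. Medians were also positive for stellate cells and fibroblasts (0.37), neutrophils (0.97) and T and NK cells (0.98). A lower share of hepatocytes therefore stays open as a part of the rise of the cholangiocyte markers. For Cdh1 and Ddr1, which are not in the list and rose as well (log2 fold changes of 1.82 and 2.81, Ddr1 chosen after its value was seen), a higher share of cholangiocytes is a candidate explanation, since the markers rose as a list, although by unequal amounts, from 0.35 to 5.75. For the rise of the markers themselves this share was not tested, because no other value here measures it. Whether such cells came from the piece of liver taken, from growth of bile ducts after Mettl14 deletion, or whether hepatocytes turned these genes on, was not tested.

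Genes of fibrosis and liver injury had a median log2 fold change of 1.74, and 15 of the 16 tested were higher in the libraries labelled AAV8-TBG-Cre (adjusted p = 2.7e-07 with limma's camera, 0.148 with fry and 0.49 with an estimated correlation). The median was 1.21 without AAV8-TBG-Cre replicate 2 and 1.30 with the form of the library name as a covariate, and 1.64 after the GC content and length correction. The genes differed within the group too, since their mean deviation from the AAV8-TBG-GFP libraries was 2.13 in AAV8-TBG-Cre replicate 2 and 0.71 in replicate 1. The list overlaps with other lists, as Spp1 is also a cholangiocyte marker. The paper states a slight increase of plasma ALT in knockout mice and names liver injury as a limitation. Injury after Mettl14 deletion may raise these genes, but the value of 2.39 for the cholangiocyte markers leaves a change in the mixture of cells open as well, and the 2 were not tested against each other.

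The summed level of the Mup genes, which encode major urinary proteins and are not discussed in the paper, was 56232, 78251 and 48086 CPM with AAV8-TBG-GFP and 20447, 10002 and 32212 with AAV8-TBG-Cre. The log2 ratio of the means was -1.54 (exact two-sided permutation test on the log2 sums, p = 0.1, the smallest p that 3 mice against 3 allow). It lay between -2.00 and -1.21 when each mouse was left out, was -1.50 with upper quartile normalization and -1.42 with library totals alone. Of the 21 Mup genes tested 19 were lower, or 18 with upper quartile normalization or on the FPKM scale, and 1 had an adjusted p-value under 0.05 in edgeR. Mup20, chosen after its value was seen, had a log2 fold change of -0.0054. Fragments of Mup genes can be shared between paralogs, so values of single members are uncertain, but sharing alone would leave the sum unchanged, and the sum fell. A female mouse among the AAV8-TBG-Cre mice is argued against by the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty, whose summed level was at least 103 CPM in every AAV8-TBG-Cre library, and by Xist, with at most 10 counts in any library. Mup expression is biased to males in mouse liver, and a list of male-biased liver genes, which holds 5 Mup genes and Elovl3, had a median log2 fold change of -0.66. This median depended on single mice, at -0.40 without AAV8-TBG-Cre replicate 2, -0.43 without AAV8-TBG-GFP replicate 1 and -1.39 without AAV8-TBG-Cre replicate 3. An effect of Mettl14 deletion on this expression is a hypothesis that remains open, and the number of mice limits it.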

How the results depend on the processing

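Chosen only after the result was seen were the correction for GC content and length, the fit without the 10 most abundant genes, the lists of adipocyte and PPARγ steatosis genes, and the use of GO terms with its alternatives, including the test without the Mup genes.

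At the paper's threshold the number of higher genes stayed within 1.5 times of 1618 in every refit across genes, from 1108 to 2018 across the 6 fits that each left out 1 mouse. The number of lower genes, 1129, fell to 737 with upper quartile normalization and to 365, 376 and 364 on the FPKM scale with limma (pseudocount 1, pseudocount 0.1, and pseudocount 1 without a filter). It ranged from 735, without AAV8-TBG-GFP replicate 1, to 1712, without AAV8-TBG-Cre replicate 1. Higher genes made up 58.9% of the calls with TMM, 72.3% with upper quartile normalization, 83.7%, 84.1% and 84.7% on the FPKM scale and 45.4% after the GC content and length correction. The FPKM scale moved the median log2 fold change of all genes to 0.11, 0.14 and 0.066, so with a pseudocount of 1 or 0.1 and the filter the directions there stand relative to a shift of over 0.1. A fold threshold of 1.5 left 407 lower genes, and adding the adjusted p-value to the fold of 1.2 left 65 higher and 60 lower.

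The counts at an adjusted p-value under 0.05, 65 higher and 60 lower, moved most. They were 748 and 409 with DESeq2, 31 and 35 with upper quartile normalization, 235 and 137 without a filter on low counts, 139 and 123 after the GC content and length correction, and 10 and 12, 15 and 12, and 5 and 4 on the FPKM scale in the order above. With at least 10 counts in every library 28 genes were higher, and with the form of the library name as a covariate 120 were lower. Leaving out each mouse gave 0 to 576 higher and 0 to 352 lower genes. The fits without AAV8-TBG-GFP replicate 2 or AAV8-TBG-Cre replicate 2 gave 0 in each direction, although 1262 and 817, and 1108 and 791 genes, passed the unadjusted threshold there. All 125 genes of the TMM fit were also called by DESeq2 and without AAV8-TBG-Cre replicate 1. The cause of these moves was not tested.

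The replicate numbers do not pair the mice: the deviations of same-numbered libraries from their group means had correlations of 0.0091, -0.26 and 0.21. With the replicate number as a block, 1 gene was higher and 6 were lower at an adjusted p-value under 0.05, and 1504 and 1093 at the paper's threshold.

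The log2 fold change of G6pc was negative in every fit. It was -1.66 with DESeq2 and -1.59 with upper quartile normalization, where the unadjusted p-value was no longer under 0.05; the cause was not tested. It ranged from -2.88 to -1.22 across the fits that left out a mouse. The corresponding ranges were -0.73 to -0.038 for Pck1, -1.00 to -0.065 for Fasn and -0.96 to -0.32 for Acly, each with its lowest value without AAV8-TBG-Cre replicate 1. Of the 15 heatmap genes, 4 to 12 had a p-value under 0.05 across those fits. Scd1 ranged from -0.88 to 0.13 across them, the latter without AAV8-TBG-Cre replicate 3, and Acaca to 0.10 with the form of the library name as a covariate.

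Of 26 gene lists, 10 passed limma's camera at an adjusted p-value under 0.05, 4 passed fry and 0 passed with an estimated correlation. The median of the gluconeogenesis list, -0.093, reversed to 0.060 in each of the 3 fits on the FPKM scale, and ranged from -0.24 to 0.0041, without AAV8-TBG-Cre replicate 2, when each mouse was left out. The cause of these reversals was not tested. GO terms with an adjusted p-value under 0.05 numbered 42, but 67 on log2(FPKM + 0.1), 24 without the Mup genes, 0 from the genes called by the adjusted p-value, and 16 to 40 when each mouse was left out. Over 8 of the lists and the single genes compared in this part, 561 values under an alternative were compared, of which 510 kept their direction and side of the threshold, 29 were weaker, 16 stronger and 6 reversed.

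The B cell list was not tested because 2 of its genes had enough counts. KEGG enrichment was not run. Summing counts per gene from the transcripts was the setting used throughout, so that alternative gave no further value. With 3 mice per group, no test for a mouse far from the others was made.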

Differences from the paper's values

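The tests of GO terms, by direction included, were chosen only after the result was seen; the other alternatives in this part were set before the data were examined, except the GC content and length correction and the fit without the 10 most abundant genes, which are among the 12 fits below.

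The paper's counts are 1793 upregulated and 1208 downregulated genes, against 1618 and 1129 in edgeR and 1770 and 1206 in DESeq2, and neither tool's counts lie more than 1.5 times from the paper's.

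The paper names G6pc as lower. Its log2 fold change was negative in every fit and past the paper's threshold in edgeR, but not past it with DESeq2, the tool the paper names (-1.66), with upper quartile normalization (-1.59) or in 4 of the 6 fits that each left out 1 mouse, those without AAV8-TBG-GFP replicate 1 (-1.54) or 2 (-1.48) or AAV8-TBG-Cre replicate 2 (-1.35) or 3 (-1.22).

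The paper names Pck1, Fasn and Acly as lower. Their log2 fold changes were negative here, at -0.24, -0.49 and -0.56, but their unadjusted p-values were not under the paper's threshold in edgeR, nor in the 12 other fits that kept all 6 mice. Some fits that left out a mouse did call them. Without AAV8-TBG-Cre replicate 1 the log2 fold changes were -0.73 for Pck1, -1.00 for Fasn and -0.96 for Acly, all past the unadjusted threshold, and Acly was also past it without AAV8-TBG-GFP replicate 3, at -0.82. For Fasn and Acly the paper also reports lower mRNA by qPCR and lower protein by immunoblotting, in AAV8-TBG-Cre and in Mettl14Δhep livers. Its qPCR used more mice per group, and its AAV8-TBG-Cre livers were taken earlier after injection than these.

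The paper lists glycolysis and gluconeogenesis among the processes of its differentially expressed genes, from KEGG pathways. With GO terms of these names, 5 of 19 and 6 of 26 genes were called, with p-values of 0.355 and 0.457 in Fisher's exact test, and over 22 settings with both directions together the smallest were 0.13 and 0.155. With the lower genes alone, a test chosen after the annotation was seen, gluconeogenesis had p = 0.0181 (adjusted p = 0.478) and glycolytic process p = 0.378 in Fisher's exact test. KEGG pathways, non-alcoholic fatty liver disease among them, were not analysed here.

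The paper numbers 2 of the 5 m6A sites of the mutant as 1355 and 1362. Matched by their flanking sequence, these sites lie at nucleotides 1356 and 1363 of the GENCODE vM1 transcript, while 945, 1286 and 1290 have the paper's numbers. From the site at 1286 to the next in the untranslated region the distance is 70 nucleotides in the reference and in the paper's Table S1, and 69 in the paper's text.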

Other observations

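Of the tests in this part, the use of the form of the library name as an explanation for G6pc, Fasn and Acly (the fit with it as a covariate was planned), the clock genes in other splits of the libraries and with the form of the name as a covariate, the GC content and length correction, the fit without the 10 most abundant genes, the count of Mup genes in GO terms, and the lists of adipocyte and PPARγ steatosis genes were chosen only after the result was seen.

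Splitting the 6 libraries into 3 against 3 can be done in 10 ways. The labelled split gave the most genes for each count, so 1 of the 10 splits, itself, reached 1618 higher genes, 1129 lower genes, 65 higher and 60 lower genes by the adjusted p-value. With 10 splits the share cannot fall under 0.1, so this does not exclude a grouping by chance. The split by the form of the library name came next, with 955 and 985 genes at the paper's threshold and 34 by the adjusted p-value, and the other 8 splits gave 0 by the adjusted p-value and 80 to 494 genes in all at the paper's threshold. With the form of the name as a covariate, the groups differed in 94 higher and 120 lower genes by the adjusted p-value.

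Mettl14 mRNA fell by 0.29 on the log2 scale in the libraries labelled AAV8-TBG-Cre. An exchange of libraries between the groups would make another split separate the libraries better, but 1 of the 10 splits, the labelled one, gave 125 or more genes by the adjusted p-value. An exchange of all 3 with all 3 would leave that split as it is and is not covered. The small size of the fall may come from mRNA without the floxed exon, from Mettl14 in cells other than hepatocytes or from incomplete deletion. The alternatives gave log2 fold changes between -0.34 and -0.079, and counts per transcript cannot separate these explanations. The other m6A writers, erasers and readers named by the paper had log2 fold changes of -0.00033 (Mettl3), 0.081 (Wtap), -0.0072 (Virma), -0.19 (Fto), -0.061 (Alkbh5), 0.094 (Ythdf1), -0.012 (Ythdf2), -0.0093 (Ythdf3), 0.13 (Ythdc1), -0.022 (Ythdc2), -0.20 (Igf2bp2) and 0.38 (Igf2bp3). In edgeR 0 of these 12 had an unadjusted p-value under 0.05, and the smallest adjusted p-value was 0.351, for Fto. Under the alternatives, Fto passed the unadjusted 0.05 after the GC content and length correction, at -0.31, and Ythdf1 on the FPKM scale, at 0.24 and 0.26 with pseudocounts of 1 and 0.1. Igf2bp1 had 1 count over the 6 libraries and was tested only with DESeq2 and in the fits without a filter. Its unadjusted p-value was not under 0.05 in any of these.

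Fasn and Acly differed more between the forms of the library name than between the vectors. With the form as a covariate the log2 fold changes between the vectors were -0.085 for Fasn and -0.25 for Acly, against -0.49 and -0.56 without it, which is consistent with the form of the name accounting for most of the Fasn difference and part of the Acly difference. The form had a log2 effect of -1.22 on Fasn and -0.95 on Acly, lower in libraries with a long name. It reached 1089 higher and 1046 lower genes at the paper's threshold. For 17 clock genes the median absolute log2 effect of the form was 0.52, above all of 10000 random lists matched on expression (percentile 100, random median 0.16), and 11 of them had a p-value under 0.05. A time of harvest that differed between the forms of the name is a candidate explanation; whether feeding links it to the lipogenic genes was not tested. The labels give no time of harvest, and other differences between batches were not excluded.

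G6pc kept most of its log2 fold change with the form of the library name as a covariate, at -1.48 against -1.65, so the form alone does not account for it. In the same fit the form itself had a log2 effect of -1.64 on G6pc (adjusted p = 0.0695 from edgeR), lower in libraries with a long name and larger in size than the difference between the vectors. A difference in the time of harvest between the vectors cannot be told apart from an effect of Mettl14 deletion. The median absolute log2 fold change of the clock genes between the vectors, 0.32, lay at percentile 97.99 of matched random lists (99.6 with the form as a covariate), yet 3 of the 10 splits, the labelled one included, gave a clock median as large, and 0 of the 17 clock genes had an adjusted p-value under 0.05, with 3 under an unadjusted 0.05.

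Cidea and Cfd fell in the libraries labelled AAV8-TBG-Cre, from 521 to 29 and from 1055 to 44 counts over 3 libraries. Adipose tissue in the AAV8-TBG-GFP samples would also bring the abundant adipocyte transcripts Adipoq, Lep, Retn and Plin1, but these had 57 counts together in the 3 AAV8-TBG-GFP libraries, and each had fewer counts there than in the 3 others (Adipoq 16 against 33, Lep 23 against 44, Retn 6 against 8 and Plin1 12 against 16). Car3, which is abundant in adipose tissue and in liver, fell as well, from 210666 to 73207 counts, while Fabp4 had 556 and 674. The fall of Car3 would go with adipose tissue, but adipose tissue would bring the other transcripts too. Adipose tissue was tested because Cidea and Cfd were seen to fall, with Adipoq, Lep, Retn and Plin1 set for the test before their counts were seen. Car3 and Fabp4 were named after their values were seen, and the cause of the fall of Car3 was not tested. A list of PPARγ steatosis genes, which holds both genes and Cidec of the heatmap, had a median log2 fold change of -0.85 (adjusted p = 1.94e-06 with limma's camera, 0.0156 with fry). A lower lipid droplet programme after Mettl14 deletion is a hypothesis that was tested at the mRNA level in the same libraries only. In AAV8-TBG-Cre males on HFD, harvested earlier after injection than these livers, the paper reports smaller and fewer lipid droplets and less liver triacylglycerol.

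Mup genes weigh on the GO terms, since in 11 of the 42 terms past the threshold they are the majority of the called genes, and without them these 11 had fewer than 10 tested genes and were not tested. Among these terms are negative regulation of lipid storage, positive regulation of glucose metabolic process and negative regulation of gluconeogenesis. In each of these 3 terms 13 of the called genes were Mup genes, which share 1 annotation and whose fragments can be shared. The count of such terms may therefore reflect 1 family, and 24 terms remained past the threshold without it.

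At the paper's threshold, the number of called genes in both directions together rests neither on GC content and length nor on a few abundant genes. After the correction 2973 genes were called in both directions together, and without the 10 most abundant genes 2746, against 2747. The correction did change the split of directions, to 1349 higher and 1624 lower genes, and it raised the counts by the adjusted p-value from 65 higher and 60 lower genes to 139 and 123, so those counts do depend on it.

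Acaca and Scd1, which the paper also reports as lower by qPCR in deletion mice, had log2 fold changes of -0.23 (adjusted p = 0.753 from edgeR) and -0.29 (adjusted p = 0.802 from edgeR) in these 6 livers, with a reversal of Acaca to 0.10 when the form of the library name was a covariate and of Scd1 to 0.13 without AAV8-TBG-Cre replicate 3. Pdk4 had a log2 fold change of 0.15 (adjusted p = 0.904 from edgeR), whose sign rests on AAV8-TBG-Cre replicate 2, with 23.0 CPM against 5.54 and 5.10 in the other AAV8-TBG-Cre libraries. Without that mouse it was -0.93 (adjusted p = 0.151 from edgeR, with a range of 0.151 to 0.990 over the alternatives) and passed the unadjusted 0.05. It was also negative with the form of the library name as a covariate (-0.24), with the replicate number as a block (-0.18) and on log2(FPKM + 0.1) (-0.022). Rplp0, the 36B4 of the primer list, to which the paper normalizes its qPCR values, was named after its values were seen. It had 315 ± 20.2 CPM (SD, n = 3 mice) with AAV8-TBG-GFP and 388 ± 17.9 (SD, n = 3) with AAV8-TBG-Cre, a log2 fold change of 0.30 (adjusted p = 0.216 from edgeR). It passed the unadjusted 0.05 in this fit, but not without a filter on low counts, with the replicate number as a block, with the form of the library name as a covariate or after the GC content and length correction, and of the 6 fits that each left out 1 mouse, in which it ranged from 0.25 to 0.34, it passed only in that without AAV8-TBG-Cre replicate 1.

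Other gene lists gave the following medians of the log2 fold change, with adjusted p-values from limma's camera. Each test was repeated under 17 alternatives, those that left out a mouse included, all with camera's preset correlation. Macrophage and Kupffer cell markers (0.75, 1.94e-06), lipogenesis (-0.45, 0.00151), the lipid genes of Figure S5D (-0.89, 3.18e-05) and its glucose genes (-0.51, 0.00151) passed at an adjusted p-value under 0.05 in all 17. In the same order, adjusted p-values from fry were 0.0804, 0.259, 0.005 and 0.140. Camera with an estimated correlation gave 0.490, 0.697, 0.246 and 0.490, so these results depend on the preset correlation. The lipogenesis median was -0.86 without AAV8-TBG-Cre replicate 1, -0.69 without AAV8-TBG-GFP replicate 3, -0.26 without AAV8-TBG-GFP replicate 1 and -0.27 without AAV8-TBG-Cre replicate 2, and -0.21 with the form of the library name as a covariate. Proliferation genes (0.83, 0.00168) passed in 15, and not on log2(FPKM + 1) or log2(FPKM + 0.1) with the filter. Male-biased liver genes (-0.66, 0.0105) passed in 13, and not without AAV8-TBG-GFP replicate 2 or AAV8-TBG-Cre replicate 2, with the form of the name as a covariate or after the GC content and length correction. Their median was -0.40 without AAV8-TBG-Cre replicate 2, -0.43 without AAV8-TBG-GFP replicate 1 and -1.39 without AAV8-TBG-Cre replicate 3. Acute phase genes (-0.38, 0.0178) also passed in 13, and not after that correction or without AAV8-TBG-GFP replicate 3 (-0.16), AAV8-TBG-Cre replicate 2 (-0.25) or AAV8-TBG-Cre replicate 3 (-0.32). Their median was -0.64 without AAV8-TBG-Cre replicate 1 and -0.60 without AAV8-TBG-GFP replicate 2.

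Some lists did not pass camera in the TMM fit but passed under alternatives, so they stay undecided. PPARα targets (-0.14, 0.0734) passed in 11 of the 17, among them the fits with the form of the library name as a covariate (median -0.35) and with the replicate number as a block (-0.18), but their median reversed to 0.038 without AAV8-TBG-GFP replicate 3 and to 0.028 without AAV8-TBG-Cre replicate 1. Cholesterol synthesis (-0.27, 0.0524) passed in 9, the replicate block included, and its median was -0.10 without AAV8-TBG-GFP replicate 1. Stellate cells and fibroblasts (0.37, 0.052) passed in 7, and their median ranged from 0.053 without AAV8-TBG-Cre replicate 2, and 0.21 without AAV8-TBG-GFP replicate 3, to 0.60 without AAV8-TBG-Cre replicate 1. Neutrophil markers (0.97, 0.0747) passed in 7, with a median of 1.72 without AAV8-TBG-GFP replicate 1. Endothelial markers (-0.26, 0.0747) passed in 3, which were the replicate block, no filter on low counts and the fit without AAV8-TBG-GFP replicate 3. Female-biased liver genes (-0.59, 0.15) passed in 2, on log2(FPKM + 1) and log2(FPKM + 0.1) with the filter. Their median reversed to 0.041 without AAV8-TBG-GFP replicate 1, to 0.20 without a filter on low counts and to 0.071 on log2(FPKM + 1) without a filter. Interferon response (0.16, 0.151) passed in 1, without AAV8-TBG-GFP replicate 3 (0.39). Its median was 0.028 without AAV8-TBG-GFP replicate 1 and 0.032 without AAV8-TBG-Cre replicate 3. Erythroid genes (-0.00067, 0.571) passed in 1, without AAV8-TBG-Cre replicate 2 (-0.58). Their median reversed to 0.30 without AAV8-TBG-GFP replicate 1 and to 0.23 without AAV8-TBG-Cre replicate 1.

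Gluconeogenesis (-0.093, 0.543), p53 targets (0.13, 0.571), the circadian clock (0.14, 0.99), hepatocytes (-0.099, 0.38), adipocytes (0.64, 0.571), sex-linked genes (-0.027, 0.741) and m6A genes (-0.011, 0.667) passed camera in 0 of the 17 alternatives, and T and NK cells (0.98, 0.38) in 0 of the 16 in which enough of their genes were tested. The hepatocyte median was 0.070 on log2(FPKM + 1). Other medians here depended on single mice. Without AAV8-TBG-Cre replicate 2 that of p53 targets reversed to -0.088 and that of T and NK cells was 0.50. Without AAV8-TBG-Cre replicate 1 the medians were 0.29 for p53 targets and 0.17 for adipocytes. The clock median was 0.0052 without AAV8-TBG-Cre replicate 3. The 4 lists that passed fry were the cholangiocyte markers, neutrophil markers (fry 0.0019), the lipid genes of Figure S5D (fry 0.005) and the PPARγ steatosis genes. The lists of the heatmap and of steatosis genes were made from or after a look at these libraries.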
